# Lack of Neuronal IFN-β-IFNAR Causes Lewy Body- and Parkinson’s Disease-like Dementia

**DOI:** 10.1016/j.cell.2015.08.069

**Published:** 2015-10-08

**Authors:** Patrick Ejlerskov, Jeanette Göransdotter Hultberg, JunYang Wang, Robert Carlsson, Malene Ambjørn, Martin Kuss, Yawei Liu, Giovanna Porcu, Kateryna Kolkova, Carsten Friis Rundsten, Karsten Ruscher, Bente Pakkenberg, Tobias Goldmann, Desiree Loreth, Marco Prinz, David C. Rubinsztein, Shohreh Issazadeh-Navikas

## Abstract

Neurodegenerative diseases have been linked to inflammation, but whether altered immunomodulation plays a causative role in neurodegeneration is not clear. We show that lack of cytokine interferon-β (IFN-β) signaling causes spontaneous neurodegeneration in the absence of neurodegenerative disease-causing mutant proteins. Mice lacking *Ifnb* function exhibited motor and cognitive learning impairments with accompanying α-synuclein-containing Lewy bodies in the brain, as well as a reduction in dopaminergic neurons and defective dopamine signaling in the nigrostriatal region. Lack of IFN-β signaling caused defects in neuronal autophagy prior to α-synucleinopathy, which was associated with accumulation of senescent mitochondria. Recombinant IFN-β promoted neurite growth and branching, autophagy flux, and α-synuclein degradation in neurons. In addition, lentiviral IFN-β overexpression prevented dopaminergic neuron loss in a familial Parkinson’s disease model. These results indicate a protective role for IFN-β in neuronal homeostasis and validate *Ifnb* mutant mice as a model for sporadic Lewy body and Parkinson’s disease dementia.

## Highlights

• Lack of neuronal IFN-β-IFNAR signaling causes brain Lewy body accumulation
• IFN-β deficiency causes late-stage autophagy block and thereby α-synuclein aggregation
• IFN-β promotes neuronal autophagy and α-synuclein clearance
• *Ifnb* gene therapy prevents dopaminergic neuron loss in a familial PD model

## Introduction

Neurodegenerative diseases have disrupted neuronal homeostasis and their pathologies often overlap. Protein aggregates containing α-synuclein (α-syn), which eventually forms larger Lewy bodies (LBs), are seen in Parkinson’s disease (PD), dementia with Lewy bodies (DLB), multiple system atrophy, and in some forms of Alzheimer’s disease (AD), all neurodegenerative diseases associated with aging (Arima et al., 1999; Francis, 2009; Lippa et al., 1998). Often, the protein aggregates contain hyperphosphorylated tau and ubiquitin (Jellinger and Attems, 2008).

Neurodegenerative events in these diseases are linked to inflammation (Mrak and Griffin, 2007; Tansey et al., 2008), but, despite this link, defects in genes regulating inflammation do not have an established causative role in neurodegeneration. We report that deletion of *Ifnb*, which encodes interferon-β (IFN-β), is sufficient to cause a cascade of neurodegenerative events. IFN-β belongs to the type I interferon family of cytokines and binding to its receptor, interferon-α/β receptor (IFNAR), results in immunoregulation including anti-viral and anti-inflammatory effects (Prinz et al., 2008; Teige et al., 2003, 2006) and benefits for multiple sclerosis patients (Liu et al., 2014; Yong et al., 1998). However, the role of IFN-β in classic neurodegenerative diseases is unknown. We report that *Ifnb*^*–/–*^ mice developed spontaneous pathologies mimicking major aspects of human neurodegeneration such as PD and DLB. *Ifnb*^*–/–*^ mice had age-associated motor learning defects, neuromuscular deficiencies, and cognitive impairment. *Ifnb*^*–/–*^ pathology was associated with LBs resulting from defective neuronal autophagy. Autophagy, a pathway that degrades long-lived proteins, organelles, lipids, and protein aggregates, is essential for neuronal homeostasis (Harris and Rubinsztein, 2012), and deleting neural autophagy-regulating genes leads to neurodegeneration (Hara et al., 2006; Komatsu et al., 2006).

Our findings indicate a central role for IFN-β in neuronal homeostasis as a regulator of autophagy-mediated protein degradation and accentuates *Ifnb*^*–/–*^ mice as a model for neurodegenerative diseases with α-synucleinopathy and dementia such as PD and DLB.

## Results

### *Ifnb*^*–/–*^ Mice Exhibit Behavioral and Cognitive Impairments and Neurodegeneration

We examined the effect of *Ifnb* gene deletion on motor coordination, learning, and grip strength. *Ifnb*^*–/–*^ mice were significantly impaired in motor coordination and learning from 3 months compared to age-, sex-, and weight-matched wild-type (WT) *Ifnb*^*+/+*^ littermates and in latency-to-fall time in a wire-suspension test (Figures 1A and 1B). We saw no differences in 1.5-month-old mice, suggesting that impaired motor coordination, balance, and grip strength were associated with age. During repeated motor-learning trials, retention time improved significantly in older *Ifnb*^*+/+*^ mice compared to *Ifnb*^*–/–*^ mice from age 3 months (Figure S1A), showing that reduced motor-learning in *Ifnb*^*–/–*^ mice was associated with aging.

We assessed somatosensory function with nociception cold- and heat-induced tail-flick tests. Latency to tail flick was significantly shorter in *Ifnb*^*–/–*^ than *Ifnb*^*+/+*^ mice (Figures 1C and 1D), indicating hyperalgesia and defective nociception toward temperature-induced pain.

Forced swimming tests found no differences between *Ifnb*^*–/–*^ and *Ifnb*^*+/+*^ mice in swimming pattern, climbing effort, or immobility (Figure S1), so *Ifnb*^*–/–*^ mice were not defective in locomotor activity in water in contrast to land. In water maze tests, *Ifnb*^*–/–*^ mice had significant spatial- and memory-learning deficits that increased with age. During second tests, 6- and 12-month-old, *Ifnb*^*–/–*^ mice had significantly fewer platform position crossings compared to *Ifnb*^*+/+*^ mice, indicating impaired reference memory (Figures 1E and 1F). *Ifnb*^*+/+*^ mice improved between the first and second tests at all ages except 12 months; *Ifnb*^*–/–*^ mice did not improve, indicating impaired spatial learning. This was seen at all ages in *Ifnb*^*–/–*^ mice measured by escape latency time in the second learning block (Figures S1B and S1C). Thus, although *Ifnb*^*–/–*^ mice began with no major behavioral and cognitive defects, they developed age-dependent deficits with increased penetrance (Table S1).

### IFN-β Is Essential for Neuronal Survival, Neurite Outgrowth, and Branching

We investigated whether *Ifnb*^*–/–*^ behavioral deficits were associated with neurodegeneration. Apoptotic cells were detected in 1.5-month-old *Ifnb*^*–/–*^ granular layers of olfactory bulbs (Figure S1E), the granular dentate gyrus of hippocampus and the subventricular zone (Figure 1G), and the striatum (STR) caudate putamen including the ependymal cell layer in 12-month-old *Ifnb*^*–/–*^ mice (Figure S1F), but not detected in *Ifnb*^*+/+*^ sagittal brain sections at similar ages. Apoptotic neurons increased in cultured *Ifnb*^*–/–*^ primary cerebellar granular neurons (CGNs) and was reversed by recombinant (r)IFN-β (Figures S1G and S1H). Neurons were significantly reduced in the hippocampal CA1 region in 3- to 6-month-old *Ifnb*^*–/–*^ mice and decreased in Purkinje cells of cerebellum. Glial cell counts were unchanged (Figures 1H and 1I).

Supporting in vivo deficits in neuronal circuits, *Ifnb*^*–/–*^ mice had reduced neurite network formation in the cerebellum, frontal cortex, and hippocampus granular cell layer (Figure 1J). This was confirmed in cultured *Ifnb*^*–/–*^ primary cortical neurons (CNs) that had reduced neurite length per cell, mean length, and branch length per cell after 4 days, with restoration by rIFN-β (Figures 1K and 1L). A similar trend was seen after 21 days of culture (Figure 1K). Cultured primary *Ifnb*^*–/–*^ CGNs mimicked the findings of CNs (Figures S1I and S1J). Thus, behavioral defects in old *Ifnb*^*–/–*^ mice were associated with neuron death and reduced neurite circuits.

### *Ifnb*^*–/–*^ Neuron Gene Profiling Reveals Neurodegenerative Paths

We identified neuron-specific signaling and disease pathways caused by IFN-β deficiency with expression microarrays on highly pure (>98%) primary CGNs from *Ifnb*^*–/–*^ and *Ifnb*^*+/+*^ mice plus or minus rIFN-β. 

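RNA of 12 CGN cultures, 3 in each of 4 groups, was measured on Affymetrix 430 2.0 arrays: untreated *Ifnb*+/+, untreated *Ifnb*-/-, and both genotypes after 24 hr with 100 U/ml rIFN-β. Granule neurons are the small excitatory neurons of the cerebellar cortex. The sample labels give pups 7 days old, and all cultures were 3 days old. Ifnb1, the gene deleted in the knockout, read near the lower end of the scale in every group, with log2 values of 2.72 ± 0.10 (SD, n = 3) in *Ifnb*+/+, 2.70 ± 0.20 in *Ifnb*-/-, 2.66 ± 0.09 in *Ifnb*+/+ with rIFN-β and 2.95 ± 0.14 in *Ifnb*-/- with rIFN-β. These values do not check the genotype labels. The receptor gene Ifnar1 read 7.40 ± 0.04 in *Ifnb*+/+ and 7.39 ± 0.03 in *Ifnb*-/-. The authors quantile-normalized the arrays, processed them with RMA and took log2 of the intensities of 45037 probe sets, whose median per array lay between 4.33 and 4.42. Of these probe sets, 34945 named 1 gene, 932 named several and 9160 named none. Each of 18193 genes was read from its brightest probe set that names that gene alone. Groups were compared with limma over all 12 arrays, with Benjamini-Hochberg adjustment over all genes. Gene lists for pathways and for cell types of the cerebellum were fixed before the data were examined and were tested with camera, which sets a list's genes against all other genes. The correlation between arrays of a group across genes was 0.971 to 0.993 in *Ifnb*+/+, 0.997 to 0.998 in *Ifnb*-/-, 0.983 to 0.989 in *Ifnb*+/+ with rIFN-β and 0.985 to 0.997 in *Ifnb*-/- with rIFN-β. Cultures were made in triplicate, and the text does not state whether the 3 came from separate litters, so the p-values cover the spread between these cultures only.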

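Untreated *Ifnb*-/- CGNs differed from *Ifnb*+/+ CGNs in 21 of 18193 genes, of which 6 were higher and 15 lower at an adjusted p under 0.05 from limma. The lower genes included Ifi27l2a, an interferon-induced gene, Trem2 and Fcgr1, which encode receptors of microglia, Hmox1, which encodes heme oxygenase, Ctsd, which encodes the lysosomal protease cathepsin D, and Ndufs5, which encodes a subunit of respiratory complex I. Ifi27l2a read 5.77 ± 0.21 (SD, n = 3) on the log2 scale in *Ifnb*+/+, and its log2 fold change in *Ifnb*-/- was −1.57 (standard error 0.17, adjusted p = 0.0115). Fcgr1 had a log2 fold change of −1.30 (standard error 0.16, adjusted p = 0.0115) and Adam8, a metalloprotease gene, of −1.07 (standard error 0.14, adjusted p = 0.0137). The higher genes were Snapc3, Car10, Cacna1c, which encodes a subunit of a voltage-gated calcium channel, Synpr, which encodes a protein of synaptic vesicles, Pcp4 and Ptpn22. Snapc3 had a log2 fold change of 1.22 (standard error 0.15, adjusted p = 0.0115) and Synpr of 0.89 (standard error 0.12, adjusted p = 0.0165). Of the 21 genes, Snapc3, Ndufs5, Patj, Plin2 and Tmem69 lie on the chromosome that carries Ifnb1. With rIFN-β, 324 genes rose and 247 fell in *Ifnb*+/+, and 169 rose and 135 fell in *Ifnb*-/-. The chemokine gene Cxcl10 rose by 7.72 log2 units (standard error 0.29, adjusted p = 9.52e-08) in *Ifnb*+/+ and by 7.37 (standard error 0.29, adjusted p = 1.64e-07) in *Ifnb*-/-. Of 41 interferon-stimulated genes, 36 rose in *Ifnb*+/+ and 29 in *Ifnb*-/-, or 39 and 34 when adjusted over the list alone, and none fell. Ifit1, a member of this list, rose by 7.00 in *Ifnb*+/+ and 6.96 in *Ifnb*-/-. The list's camera test had adjusted p = 2.44e-69 in *Ifnb*+/+ and 2.95e-51 in *Ifnb*-/-. With an estimated correlation it had adjusted p = 0.0385 in *Ifnb*+/+ and adjusted p = 0.0884 in *Ifnb*-/-. Of 17 genes of antigen presentation on MHC class I, 8 rose in *Ifnb*+/+ and 4 in *Ifnb*-/-, among them the transporter gene Tap1, or 14 and 6 when adjusted over the list alone (camera, adjusted p = 1e-11 and 0.000157). With an estimated correlation this list had adjusted p = 0.217 in *Ifnb*+/+ and adjusted p = 0.386 in *Ifnb*-/-. The genes that fell most in *Ifnb*+/+ included Npas4, a gene induced by neuronal activity, at −2.28 (standard error 0.38, adjusted p = 0.00625), and those in *Ifnb*-/- the chemokine gene Cxcl2 at −2.21 (standard error 0.32, adjusted p = 0.00462). Of the genes that passed in each genotype, 120 rose in both, where independent lists would share 3.01, and 46 fell in both, where they would share 1.83. Pik3ip1 was among the latter. The number that rose in both was 58 without *Ifnb*-/- replicate 3. The number that fell in both was 7 without *Ifnb*-/- replicate 2 and 71 without *Ifnb*+/+ replicate 1. Between the genotypes with rIFN-β, 11 genes differed. The GABA receptor gene Gabra6, a marker of granule neurons, was higher in *Ifnb*-/- by 1.44 (standard error 0.18, adjusted p = 0.0221), and 10 were lower, among them the chemokine gene Ccl5 at −1.58 (standard error 0.22, adjusted p = 0.0226). The 11 became 0 without *Ifnb*-/- replicate 1 or 2, *Ifnb*+/+ replicate 3 or *Ifnb*-/- + rIFN-β replicate 1, and 203 without *Ifnb*+/+ + rIFN-β replicate 1. They also became 0 with the replicate number as a block and with only the compared groups in the fit. A difference of the rIFN-β effect between the genotypes passed for Adam8, Ctsd, Slc37a2 and Trem2 of 18193 genes. It passed for none without any 1 of the 3 untreated *Ifnb*-/- arrays or with the replicate number as a block. At 1.5-fold and an unadjusted p under 0.05, 653 genes were higher and 435 lower in untreated *Ifnb*-/- with limma, 997 and 225 with each array centred on its median, 139 and 210 without *Ifnb*+/+ replicate 1, 1491 and 1499 without *Ifnb*+/+ replicate 2, and 162 and 247 with the test of the methods. The median log2 fold change over all genes was −0.09 between the untreated genotypes, −0.03 with rIFN-β in *Ifnb*+/+ and 0.07 with rIFN-β in *Ifnb*-/-. With each array centred on its median, these were −0.01, −0.07 and −0.03, the calls between the untreated genotypes were 17 higher and 12 lower, and those with rIFN-β in *Ifnb*-/- were 144 higher and 223 lower. The 21 calls became 0 without *Ifnb*-/- replicate 2, 1 without *Ifnb*-/- replicate 1 or replicate 3, 4 without *Ifnb*+/+ replicate 3 and 3846 without *Ifnb*+/+ replicate 2. The calls with rIFN-β became 241 without *Ifnb*+/+ replicate 3 and 2905 without *Ifnb*+/+ replicate 2 in *Ifnb*+/+, and 83 without *Ifnb*-/- replicate 1 and 705 without *Ifnb*+/+ replicate 1 in *Ifnb*-/-.

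**Figure D1:**
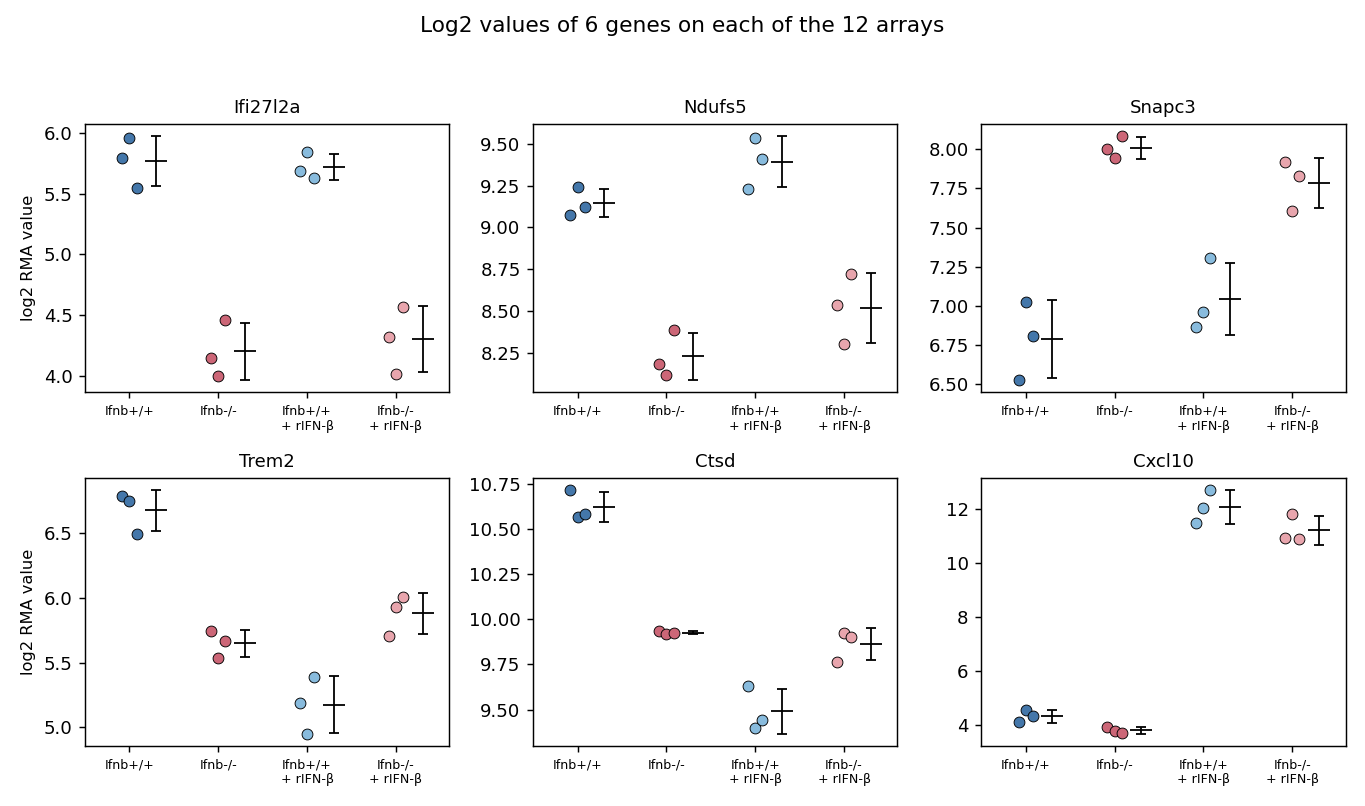
Log2 RMA values of Ifi27l2a, Ndufs5, Snapc3, Trem2, Ctsd and Cxcl10 on each of the 12 arrays. Points are arrays, horizontal bars are group means and error bars are SDs (n = 3), and in Ifi27l2a both *Ifnb*-/- groups lie below both *Ifnb*+/+ groups.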

*Ifnb*^*–/–*^ neurons had 323 upregulated and 233 downregulated genes (Figures 2A, 2B, and S2A). rIFN-β treatment had differential effects on *Ifnb*^*+/+*^ versus *Ifnb*^*–/–*^ CGNs with approximately equal numbers of downregulated and upregulated genes, but with relatively few overlaps (Figures 2C–2F). Multiple genes in the *Ifnb*^*–/–*^ data set annotated as neuronal degeneration and the top ten pathways included cell death and neurological disorders. 

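Among 44 genes of apoptosis, none differed between untreated *Ifnb*-/- and *Ifnb*+/+ CGNs with limma, 5 were lower and none higher at an unadjusted p under 0.05, and none passed when adjusted over the list alone. The list's median log2 fold change was −0.18 (camera, adjusted p = 0.187). With rIFN-β, the death ligand gene Tnfsf10 rose in *Ifnb*+/+ by 1.37 (standard error 0.33, adjusted p = 0.0440, n = 3), and the caspase gene Casp2 fell in *Ifnb*-/- by 0.54 (standard error 0.11, adjusted p = 0.0344). Of 14 genes of familial PD, none differed between the untreated genotypes over all genes (4 were higher and 2 lower at an unadjusted p under 0.05), while 3 were higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.119). Gigyf2 had a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.135), Dnajc6, which encodes auxilin, of 0.30 (standard error 0.10, adjusted p = 0.187), Synj1, which encodes synaptojanin 1, of 0.48 (standard error 0.16, adjusted p = 0.187), and Atp13a2, which encodes a lysosomal transporter, of −0.41 (standard error 0.14, adjusted p = 0.189). The interferon-stimulated genes were lower in untreated *Ifnb*-/- as a list, with a median of −0.45. Ifi27l2a alone passed, or 4 genes when adjusted over the list alone. Usp18, a brake on interferon signaling, read 4.42 ± 0.81 (SD, n = 3) in *Ifnb*+/+ and 2.75 ± 0.17 in *Ifnb*-/- (adjusted p = 0.0991). The MHC class I list had a median of −0.50 with no gene passing and 5 lower at an unadjusted p under 0.05, or 2 lower when adjusted over the list alone. The camera test gave adjusted p = 0.00484 for the interferon-stimulated genes and 0.0144 for MHC class I, and adjusted p = 0.625 with an estimated correlation for both. Of 25 microglial markers, Trem2 and Fcgr1 were lower in untreated *Ifnb*-/-, or 10 when adjusted over the list alone, with a list median of −0.31 (camera, adjusted p = 0.000431, and adjusted p = 0.176 with an estimated correlation). C1qa, a complement gene of microglia, had a log2 fold change of −0.78 (standard error 0.20, adjusted p = 0.146). Without *Ifnb*+/+ replicate 2, the adjusted p was 0.0975 for the interferon-stimulated genes, 0.0767 for MHC class I and 0.110 for the microglial markers.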

Genes in neurite formation and branching suggested compromised neurogenesis pathways in *Ifnb*^*–/–*^ neurons, supporting the in vitro and in vivo phenotypes (Figures 2G and 2H). 

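As a list, 73 genes of neurite outgrowth and axon guidance were higher in untreated *Ifnb*-/- than in *Ifnb*+/+ CGNs, with a median log2 fold change of 0.10 (camera, adjusted p = 0.00065, and adjusted p = 0.176 with an estimated correlation). None of them passed over all genes with limma (11 were higher and 4 lower at an unadjusted p under 0.05), and 2 were higher and none lower when adjusted over the list alone. Epha5, which encodes an ephrin receptor, read 4.74 ± 0.09 (SD, n = 3) in *Ifnb*+/+ and 6.30 ± 0.11 in *Ifnb*-/-, a log2 fold change of 1.56 (standard error 0.35, adjusted p = 0.123). This standard error pools the spread of all 12 arrays, the rIFN-β-treated ones included, and not only that of the untreated groups. Unc5d, a netrin receptor gene, had a log2 fold change of 0.86 (standard error 0.16, adjusted p = 0.0742), Robo2, a Slit receptor gene, of 1.57 (standard error 0.44, adjusted p = 0.158), and Gap43, which encodes a growth cone protein, of 0.45 (standard error 0.14, adjusted p = 0.185). With rIFN-β none of the 73 passed in either genotype (6 higher and 2 lower in *Ifnb*+/+ and 3 higher and 4 lower in *Ifnb*-/- at an unadjusted p under 0.05) or when adjusted over the list alone, and the list was lower in *Ifnb*-/- with a median of −0.04 (camera, adjusted p = 0.0208, and adjusted p = 0.257 with an estimated correlation). That adjusted p was 0.29958 over genes with a mean of at least 5, 0.129 after quantile normalization once more and 0.0762 without *Ifnb*-/- + rIFN-β replicate 3, and the list did not pass without *Ifnb*-/- replicate 2 either. Of 19 granule neuron markers, none passed between the untreated genotypes (7 were higher and 1 lower at an unadjusted p under 0.05), and 5 were higher when adjusted over the list alone. The list was higher in *Ifnb*-/- with a median of 0.18 (camera, adjusted p = 0.000234, and adjusted p = 0.176 with an estimated correlation). The transcription factor gene Neurod1, one of these markers, read 11.71 ± 0.35 in *Ifnb*+/+ and 12.36 ± 0.12 in *Ifnb*-/- (adjusted p = 0.175). Of 29 genes of granule cell progenitors and neurogenesis, none passed (4 were higher and 5 lower at an unadjusted p under 0.05), 2 were higher and 2 lower when adjusted over the list alone, and the list did not stand apart (camera, adjusted p = 0.600). Among 35 genes of the cell cycle, none passed (1 was higher and 5 lower at an unadjusted p under 0.05), 1 was lower when adjusted over the list alone, and the median was −0.39 (camera, adjusted p = 0.0901). Cdkn1c, which encodes an inhibitor of the cell cycle, had a log2 fold change of −1.09 (standard error 0.22, adjusted p = 0.0847). From genes annotated to the formation and branching of neurites, the paper proposes that neurogenesis pathways are compromised in *Ifnb*-/- neurons, and it ties this to the neurite phenotypes in culture and in mice (Figures 2G and 2H).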

To investigate whether *Ifnb* and signaling via IFNAR affected neurogenesis in vivo, 3-month-old *Ifnb*^*–/–*^ and IFNAR knockout (KO) mice (*Ifnar*^*–/–*^) and WT littermates were injected with bromodeoxyuridine (BrdU). Lack of *Ifnb* or receptor was associated with reduced neurogenesis in the hippocampus; dentate gyrus (Figure 2I), supporting the microarray data. 

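Of 54 genes of neurotrophin signaling, none differed between untreated *Ifnb*-/- and *Ifnb*+/+ CGNs over all genes with limma (11 were higher and 4 lower at an unadjusted p under 0.05), and 1 was higher when adjusted over the list alone. Rps6ka3, which encodes a ribosomal S6 kinase, read 8.44 ± 0.44 (SD, n = 3) in *Ifnb*+/+ and 9.57 ± 0.09 in *Ifnb*-/-, a log2 fold change of 1.14 (standard error 0.24, adjusted p = 0.0991). Camk4, a calcium-dependent kinase gene of granule neurons, had a log2 fold change of 0.69 (standard error 0.25, adjusted p = 0.194), and Kidins220, which encodes a membrane protein that binds neurotrophin receptors, of 0.40 (standard error 0.14, adjusted p = 0.194). The list was higher in *Ifnb*-/- relative to the other genes (camera, adjusted p = 0.0283, and adjusted p = 0.176 with an estimated correlation), with a mean log2 fold change of 0.08 and a median of −0.01. In this comparison camera also gave granule neuron markers as higher and microglial markers as lower, though neither with an estimated correlation. Whether the cell makeup of the cultures shaped the neurotrophin list was not tested. With rIFN-β, Map2k1, which encodes a MAP kinase kinase, rose in *Ifnb*+/+ by 1.44 (standard error 0.23, adjusted p = 0.00478), and Foxo3, a transcription factor gene, fell by 0.56 (standard error 0.12, adjusted p = 0.0218). In *Ifnb*-/-, the adaptor gene Gab1 fell by 0.66 (standard error 0.11, adjusted p = 0.0113). The transcription factor gene Tox read 3.73 ± 0.17 in *Ifnb*+/+ and 3.34 ± 0.03 in *Ifnb*-/-, low on the scale, a log2 fold change of −0.38 (standard error 0.11, adjusted p = 0.166). The other probe sets of Tox had log2 fold changes of −0.63 and −0.33. The adjusted p of the neurotrophin list was 0.0536 without *Ifnb*-/- replicate 3, 0.0698 without *Ifnb*+/+ replicate 1, 0.0662 without *Ifnb*+/+ replicate 2, 0.0556 with the mean of a gene's probe sets, 0.0984 over genes with a mean of at least 5, 0.0656 after quantile normalization once more and 0.0718 with array weights.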

IFN-β might directly affect prosurvival mechanisms as neurotrophin was among the top hits in gene set enrichment analysis (GSEA) (Table S2) and mRNA for the corticogenesis-regulating transcription factor Tox (Artegiani et al., 2015) was reduced in *Ifnb*^*–/–*^ neurons (Figure S2A). Increased apoptosis and reduced neurogenesis might contribute to impaired cognition and reduced hippocampal neuron numbers. 

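Of 72 genes of oxidative phosphorylation, a pathway that the gene sets for HD, PD and AD hold in common, Ndufs5 was lower in untreated *Ifnb*-/- than in *Ifnb*+/+ CGNs and no other gene passed, with the same count when adjusted over the list alone. Ndufs5 read 9.15 ± 0.09 (SD, n = 3) in *Ifnb*+/+, 8.23 ± 0.14 in *Ifnb*-/- and 8.52 ± 0.21 in *Ifnb*-/- with rIFN-β, and it lies on the chromosome that carries Ifnb1. Its rIFN-β effect in *Ifnb*-/- was 0.29 (standard error 0.13, adjusted p = 0.341). The list's median log2 fold change was −0.21 between the untreated genotypes (camera, adjusted p = 0.111). At an unadjusted p under 0.05 from limma, 7 genes were higher and 17 lower. The list's adjusted p was 0.0256 over genes with a mean of at least 5 and 0.0404 with the replicate number as a block. Leaving out *Ifnb*-/- + rIFN-β replicate 2 gave 0.0427, and leaving out *Ifnb*-/- replicate 2 gave 0.326. With rIFN-β in *Ifnb*-/- the list was higher, with a median of 0.24 and no single gene passing with limma (15 at an unadjusted p under 0.05) or when adjusted over the list alone (camera, adjusted p = 6.46e-05, and adjusted p = 0.523 with an estimated correlation). Its medians relative to each gene's mean over all arrays were 0.19, −0.10 and 0.26 in the 3 arrays of *Ifnb*-/- with rIFN-β and −0.09, −0.19 and −0.07 in untreated *Ifnb*-/-. The first sheet of Data S1 gives 199 lines in 4 blocks for these diseases, and 33, 35, 20 and 0 of the genes of its blocks also stand in the oxidative phosphorylation list. The study chose these genes on these arrays as core-enriched genes, so that neither their counts nor their tests are independent evidence of a direction. The median difference of *Ifnb*-/- from *Ifnb*+/+ was −0.33, −0.30, −0.36 and −0.47 in the 4 blocks. With rIFN-β, the *Ifnb*-/- mean lay nearer to the untreated *Ifnb*+/+ mean for 61 of 72, 51 of 59, 44 of 54 and 13 of 14 lines. No gene of the blocks passed between the untreated genotypes with limma (26, 23, 22 and 7 lower and 1, 1, 1 and 0 higher at an unadjusted p under 0.05), and none, none, none and 5 were lower when adjusted over the list alone. Among the genes of the fourth block, C1qb, a complement gene that microglia express, had a log2 fold change of −0.89 (standard error 0.17, adjusted p = 0.0736). As follows from the choice of their genes, the blocks were lower in untreated *Ifnb*-/- (camera, adjusted p = 1.28e-06, 3.55e-06, 1.28e-06 and 7.68e-05, and adjusted p = 0.596, 0.596, 0.448 and 0.176 with an estimated correlation). The first 3 were higher with rIFN-β in *Ifnb*-/-, in a comparison that uses the same untreated *Ifnb*-/- arrays (adjusted p = 0.000157, 0.00106 and 0.00249, and adjusted p = 0.551, 0.567 and 0.551 with an estimated correlation), and the fourth did not pass (adjusted p = 0.110). The 3 treated *Ifnb*-/- arrays did not agree. Relative to each gene's mean over all arrays, replicate 2 had medians of −0.17, −0.17 and −0.12 in the first 3 blocks. Replicate 1 had 0.13, 0.16 and 0.09, and replicate 3 had 0.23, 0.24 and 0.18. The untreated *Ifnb*-/- arrays had −0.23 to −0.13, −0.21 to −0.12 and −0.23 to −0.15. In *Ifnb*+/+ the first 3 were lower with rIFN-β (camera, adjusted p = 0.000991, 0.00171 and 0.00574). Each had adjusted p = 0.806 there with an estimated correlation. These lower calls did not pass without *Ifnb*+/+ replicate 1 (adjusted p = 0.132, 0.141 and 0.177). Without *Ifnb*+/+ replicate 1, the median differences of the blocks were −0.21, −0.19, −0.25 and −0.29, and without *Ifnb*-/- + rIFN-β replicate 3 the rIFN-β test of the second block had adjusted p = 0.0511. The untreated *Ifnb*-/- arrays enter both the genotype difference and the rIFN-β effect in *Ifnb*-/-. Their correlation across genes was −0.45, and that of simulated unchanged groups −0.50 (−0.52 to −0.48). The covariance was −0.0513 against −0.0171 in the simulation, a difference of −0.0342. The simulated covariance had the same size, 0.0171, with untreated *Ifnb*+/+ arrays shared, so the simulation did not carry the groups' different spreads. The median SD of genes was 0.0872 in untreated *Ifnb*-/- and 0.201 in untreated *Ifnb*+/+. The simulation thus gives no level without change for these arrays, and no conclusion is drawn from it.

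**Figure D2:**
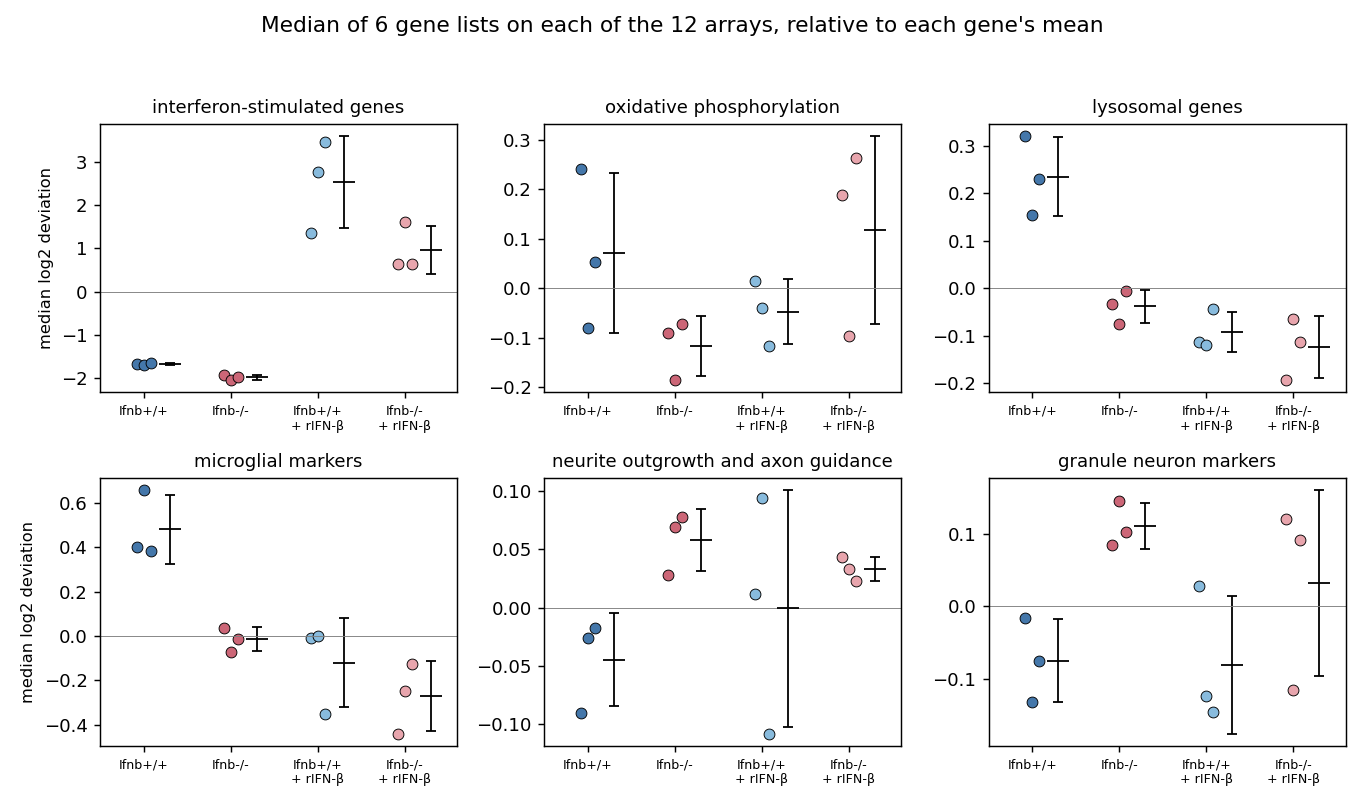
Median log2 deviation of 6 gene lists on each of the 12 arrays, each gene taken relative to its mean over all arrays. Points are arrays, horizontal bars are group means and error bars are SDs (n = 3), and the vertical scales differ between lists.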

GSEA of *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ showed enrichment of genes associated with Huntington’s disease (HD), PD, AD, and prion diseases, and rIFN-β caused the *Ifnb*^–/–^ profile to resemble WT (Figure 2J), supporting that common pathways link neurodegenerative diseases (Shulman and De Jager, 2009).

We compared the *Ifnb*^*–/–*^ neuronal gene profile with PD and HD mouse models (Fossale et al., 2011). 

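With an analysis of variance on the 6 untreated arrays, 212 of 45037 probe sets passed an unadjusted p under 0.001, where 45.0 would pass by chance. Of these, 75 were higher and 137 lower in *Ifnb*-/-. They comprised 176 probe sets that name 1 gene, 11 that name several and 25 that name none, and 6 passed after Benjamini-Hochberg adjustment. At the same threshold limma took 134 of 18193 genes, 54 higher and 80 lower. The latter held H2-K1, which encodes an MHC class I heavy chain, at a log2 fold change of −1.26 (standard error 0.28, adjusted p = 0.128), Lgals3, a galectin gene of activated microglia, at −0.80 (standard error 0.18, adjusted p = 0.128), and the stress-response gene Atf3 at −0.68 (standard error 0.12, adjusted p = 0.0525). The former held Hmgcs1 and Idi1, which encode enzymes of cholesterol synthesis, at 0.88 (standard error 0.19, adjusted p = 0.115) and 1.07 (standard error 0.23, adjusted p = 0.116), and Mobp, a myelin gene, at 0.88 (standard error 0.15, adjusted p = 0.0525). The number of probe sets was 76 without *Ifnb*-/- replicate 2. The arrays of the HD and PD models were not analysed here.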

Three sets of differentially expressed genes were generated: differentially expressed in our data (p < 0.001), in our data and the HD model (p < 0.01), or our data and the PD model (p < 0.01) (Figures S2A–S2C; Data S1). Clustered genes in *Ifnb*^*–/–*^ neurons and the HD model were both similarly and oppositely regulated. In contrast, most clustered genes in *Ifnb*^*–/–*^ neurons and the PD model were regulated similarly, thus indicating a higher gene signature resemblance with PD than HD (Figures S2B and S2C).

### Lack of *Ifnb* Causes Defects in the Nigrostriatal Dopaminergic Pathway

Based on the possible PD-related defect in *Ifnb*^*–/–*^ neurons, we investigated nigrostriatal region integrity. Tyrosine hydroxylase (TH)^+^ fiber density and TH^+^ (dopamine-producing) neurons were significantly reduced in the STR and substantia nigra (SN) in *Ifnb*^*–/–*^ mice versus WT (Figures 2K and 2L). NeuN^+^ and NeuN^+^TH^+^ cells were reduced in the ventral midbrain, which was correlated with reduced TH protein in basal ganglia (BG) in *Ifnb*^*–/–*^ mice while total cells were unaffected (Figures 2M–2O). 

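Of 113 genes of the dopaminergic synapse, Cacna1c, which encodes the pore-forming subunit of an L-type calcium channel, was higher in untreated *Ifnb*-/- than in *Ifnb*+/+ CGNs and none was lower, or 2 higher when adjusted over the list alone, with 22 higher and 11 lower at an unadjusted p under 0.05. Cacna1c read 6.46 ± 0.27 (SD, n = 3) in *Ifnb*+/+ and 7.45 ± 0.10 in *Ifnb*-/-, a log2 fold change of 0.98 (standard error 0.16, adjusted p = 0.0485). Grin2b, an NMDA receptor gene, had a log2 fold change of 0.86 (standard error 0.19, adjusted p = 0.122), Ppp3ca, which encodes the catalytic subunit of calcineurin, of 0.81 (standard error 0.21, adjusted p = 0.150), and Gnai2, a G protein gene, of −0.67 (standard error 0.16, adjusted p = 0.139). The list was higher in *Ifnb*-/- relative to the other genes (camera, adjusted p = 0.0165, and adjusted p = 0.176 with an estimated correlation), with a mean of 0.06 and a median of −0.01. Granule neuron markers were higher and microglial markers lower by the same test, though neither with an estimated correlation. Whether the cell makeup of the cultures shaped the dopaminergic synapse list was not tested. Th, which encodes tyrosine hydroxylase, read 3.08 ± 0.24 in *Ifnb*+/+ and 2.87 ± 0.16 in *Ifnb*-/- (adjusted p = 0.514), and Slc18a2, which encodes the vesicular monoamine transporter, read 3.00 ± 0.27 and 3.14 ± 0.16 (adjusted p = 0.688). Both genes read low on the scale, near the values of Ifnb1, so the lack of a difference says little about either. Maoa, which encodes a monoamine oxidase, read 7.18 ± 0.15 and 6.92 ± 0.03 (adjusted p = 0.250). With rIFN-β, the transcription factor genes Creb5 and Arntl rose in *Ifnb*+/+, by 1.29 (standard error 0.29, adjusted p = 0.0319) and 0.65 (standard error 0.15, adjusted p = 0.0340). In *Ifnb*-/-, the dopamine receptor gene Drd4 rose by 0.49 (standard error 0.11, adjusted p = 0.0499) and Gng11, a G protein gene, by 0.80 (standard error 0.17, adjusted p = 0.0421).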

Among differentially expressed genes in *Ifnb*^*–/–*^ neurons, 31 (p = 6.937e-4) were involved in regulating dopamine (DA) signaling (Figure 2P), which is involved in coordinating movements. DA signaling was also defective in the STR. No major differences were found in levels of DA or its metabolite homovanillic acid (HVA) (data not shown) in 3- to 6-month-old *Ifnb*^*–/–*^ mice, but the DA metabolite dihydroxyphenylacetic acid (DOPAC) was significantly lower, thus significantly affecting DA/DOPAC and DOPAC/HVA ratios (Figure 2Q). These findings support the importance of IFN-β in regulating dopamine turnover and protecting dopaminergic neurons.

### Lack of Neuronal IFN-β-IFNAR Signaling Causes Lewy Bodies

Since *Ifnb*^*–/–*^ mice defects overlapped with neurodegenerative diseases, particularly PD, we examined *Ifnb*^*–/–*^ brain pathology. Gross anatomy was unchanged, but histological examination showed that *Ifnb*^*–/–*^ neuron degeneration was associated with age-dependent α-synucleinopathy. Staining for α-syn was normal in 1.5-month-old *Ifnb*^*–/–*^ brains; by 3 months, α-syn was found in LB-like structures in SN; however, α-syn staining intensity was reduced in 12-month-old *Ifnb*^*–/–*^ mice (Figures S3A and S3B), likely reflecting degeneration of TH^+^ neuron (Figure 2L). Alpha-syn and large pathogenic aggregates of phosphorylated (pSer129) α-syn were found in TH^+^ DA neurons of SN (Figure 3A). At 3 months, α-syn aggregates were widespread in the STR, frontal cortex (Figure 3B), hippocampus, and cerebellum (Figures S3C and S3D). Alpha-syn^+^ aggregates and neurites were found sporadically in thalamus, the brainstem, and subthalamic regions of 3-month-old *Ifnb*^*–/–*^ mice (Figures S3E–S3G). Neurons with α-syn^+^ LB-like structures increased with age (6- and 12-month-old) in *Ifnb*^*–/–*^ mouse thalamus (Figures 3C and 3D). Whole-brain protein extracts from 1.5-month-old mice were not different from WT, but 3-month-old mice had significantly increased α-syn in insoluble fractions and no difference in soluble fractions (Figures 3E–3I). No difference in mRNA for α-syn was observed between *Ifnb*^*–/–*^ and WT brains (Figure 3J); thus, the α-syn accumulation was not due to increased transcription. The insoluble α-syn fraction in the BG (including SN) was significantly higher in older mice, but the soluble fraction was still unchanged. A significant increase in high-molecular-weight dimeric, trimeric, and oligomeric α-syn were seen in *Ifnb*^*–/–*^ mice, but with a decrease in tetramers. While aggregated α-syn oligomers are neurotoxic (Rockenstein et al., 2014), α-syn tetramers are suggested to be the normal aggregation resistant conformation of the protein (Bartels et al., 2011; Wang et al., 2011), possibly explaining the tetramer abundance in *Ifnb*^*+/+*^ mice. pSer129-α-syn, which is prone to form pathogenic fibrillar aggregates, was increased in *Ifnb*^*–/–*^ mice (Figures 3K–3M). *Ifnar*^*–/–*^ brains showed a similar pattern to *Ifnb*^*–/–*^ regarding α-syn and pSer129-α-syn accumulation (Figure S3H). Blocking with α-syn_96–140_ peptide confirmed specific immunoreactivity for α-syn in *Ifnb*^*–/–*^ brains. To ensure that lack of *Ifnb* did not generate crossreacting α-syn-independent aggregates, we generated *Scna*^*–/–*^*Ifnb*^*–/–*^ double-KO mice (DKO). *Ifnb*^*–/–*^ but not *Scna*^*–/–*^ or DKO mice had α-syn^+^ aggregates or LBs (Figures S3I–S3K).

Accumulated polyubiquitinated proteins are associated with neurodegenerative disease (Davies et al., 1997; Hara et al., 2006; Komatsu et al., 2006). While 1.5-month-old WT and *Ifnb*^*–/–*^ mice showed not differences, 3-month-old *Ifnb*^*–/–*^ brains had increased polyubiquitin (Figures 3N–3R), in hippocampus and cerebellum (Figures S3L and S3M), SN and locus coeruleus (Figures 3O and 3P) and vestibular nuclei of pons (not shown). Ubiquitin accumulated with inclusion body abundance, as seen in the locus coeruleus of 12-month-old *Ifnb*^*–/–*^ mice (Figure 3Q) and α-syn^+^ aggregates colocalizing with ubiquitin and phosphorylated Tau (pTau) significantly increased (Figures 3S and 3T).

To exclude systemic immune response influences, we analyzed *Ifnar*^*–/–*^ and *nes*^*Cre*^*:Ifnar*^*fl/fl*^ mice. Consistent with *Ifnb*^*–/–*^ mice, α-syn^+^ LB-like structures were found in the cerebellum, granular and molecular layers (Figure S3N), and significantly in thalamus of *Ifnar*^*–/–*^ and *nes*^*Cre*^*:Ifnar*^*fl/fl*^ mice (Figure 3U). The ultrastructure of *Ifnb*^*–/–*^ and *Ifnar*^*–/–*^ neurons in paratenial and central medial thalamic nuclei contained α-syn-immunoreactive perinuclear LB-like structures (Figures 3V and 3W), which were absent in *Ifnb*^*+/+*^ mice (data not shown), underscoring the importance of endogenous IFN-β–IFNAR signaling in preventing neuronal proteinopathy.

### Lack of IFN-β Affects Autophagy

We used GSEA to identify cellular pathways involved in *Ifnb*^*–/–*^ neuron pathology. In the top 20 deregulated pathways, three were associated with autophagy, which were restored with rIFN-β (Figure 4A; Table S2). 

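Of 50 genes of the autophagy machinery, none differed between untreated *Ifnb*-/- and *Ifnb*+/+ CGNs with limma (6 were higher and 8 lower at an unadjusted p under 0.05), none passed when adjusted over the list alone, and the list did not stand apart (camera, adjusted p = 0.824). Atg7, which encodes an enzyme of autophagosome formation, had a log2 fold change of −0.42 (standard error 0.18, adjusted p = 0.225, n = 3), and Prkaa1, which encodes a catalytic subunit of the energy sensor AMPK, of 0.50 (standard error 0.13, adjusted p = 0.154). Of 42 genes of mTOR signaling, none passed over all genes (6 were higher and 9 lower at an unadjusted p under 0.05), 2 were higher and 3 lower when adjusted over the list alone, and the list did not stand apart (camera, adjusted p = 0.433). Rps6, which encodes a ribosomal protein that S6 kinase phosphorylates, read 6.05 ± 0.26 (SD) in *Ifnb*+/+ and 4.98 ± 0.08 in *Ifnb*-/- (adjusted p = 0.0525), and it lies on the chromosome that carries Ifnb1. Eif4ebp1, which encodes an inhibitor of translation that mTOR phosphorylates, had a log2 fold change of −0.69 (standard error 0.13, adjusted p = 0.0690). With rIFN-β, 6 autophagy genes fell in *Ifnb*+/+ and 4 in *Ifnb*-/-, or 22 and 8 when adjusted over the list alone, and none rose over all genes, with 2 higher in *Ifnb*+/+ over the list alone. Pik3c3, which encodes the lipid kinase that starts autophagosome formation, fell by 0.73 in *Ifnb*+/+ (standard error 0.10, adjusted p = 0.00220) and by 0.57 in *Ifnb*-/- (standard error 0.10, adjusted p = 0.0195). Ulk2, which encodes a kinase upstream of it, fell in *Ifnb*-/- by 0.72 (standard error 0.14, adjusted p = 0.0290). Gabarapl1, of the LC3 family, and Calcoco1 fell in both genotypes, by 0.47 and 0.74 in *Ifnb*+/+ and by 0.54 and 0.80 in *Ifnb*-/-. The autophagy list was lower with rIFN-β in both (camera, adjusted p = 1.5e-05 in *Ifnb*+/+ and 1.01e-06 in *Ifnb*-/-, and adjusted p = 0.172 and 0.0965 with an estimated correlation). In the mTOR list Eif4b, which encodes a translation factor, fell in both genotypes, Ulk2 fell in *Ifnb*-/- and Vegfa rose in *Ifnb*+/+, and the list's test did not pass in *Ifnb*-/- (adjusted p = 0.0587, or 0.00885 with the mean of a gene's probe sets). The second sheet of Data S1 holds 3 blocks for mTOR, autophagy and lysosomal genes that the study chose on these arrays, so that neither their counts nor their tests are independent evidence. In the first, the median difference of *Ifnb*-/- from *Ifnb*+/+ was 0.30, with 13 of 20 lines nearer to the *Ifnb*+/+ mean with rIFN-β. In the second it was −0.03, with 5 of 19 lines nearer. Without *Ifnb*+/+ replicate 1 these medians were 0.14 and 0.01. The first block was higher in untreated *Ifnb*-/- (camera, adjusted p = 1.28e-06, and adjusted p = 0.230 with an estimated correlation) and lower with rIFN-β in *Ifnb*-/- (adjusted p = 0.000361, and adjusted p = 0.315 with an estimated correlation). With rIFN-β in *Ifnb*+/+ its median was 0.15 (adjusted p = 0.0634, higher, or 0.0461 after quantile normalization once more and 0.989 without *Ifnb*+/+ replicate 1). The second did not pass between the untreated genotypes (adjusted p = 0.217) and was lower with rIFN-β in *Ifnb*-/- (adjusted p = 0.000244, and adjusted p = 0.0445 with an estimated correlation).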

The autophagy system uses adaptor proteins SQSTM1/p62 (hereafter p62) and NBR1 to bind ubiquitinated proteins and LC3B-II in the autophagosomal isolation membrane. Upon autophagy, cytosolic LC3B-I is converted to membrane bound LC3B-II and blocking autophagy flux, e.g., with Rab7 defects (Gutierrez et al., 2004; Hyttinen et al., 2013), causes accumulation of autophagy-targeted proteins; p62, NBR1, LC3B-II, and organelles. Increased neurons with accumulated p62 were seen in 3-month-old *Ifnb*^*–/–*^ brains compared to WT, predominantly in brainstem, without increased p62 mRNA. LC3B-II increased in BG of 1.5-month-old *Ifnb*^*–/–*^, correlating with increased p62, NBR1 and Rab7, supporting defects in autophagy before α-syn, ubiquitin, pTau, and LB aggregation. Autophagy was even more deregulated in 6- to 8-month *Ifnb*^*–/–*^ brains (Figures 4B–4H). Defective autophagy was also confirmed in *Ifnar*^*–/–*^ mice (Figure S4).

Senescent or damaged mitochondria are degraded by mitophagy. Large, cytoplasmic, electron-dense aggregates associated with lipid droplets were exclusively found in *Ifnb*^*–/–*^ and *Ifnar*^*–/–*^ thalamic neurons, which correlated with significantly more mitochondria than in WT (Figures 4I–4M). Cultured *Ifnb*^*–/–*^ neurons had significantly lower mitochondrial membrane potential (MMP) than *Ifnb*^*+/+*^ neurons, indicating senescent or damaged mitochondria. MMP was not affected by rIFN-β contrary to positive and negative regulators (Figure 4N). Thus, IFN-β signaling was important in regulating autophagy flux including neuronal mitophagy.

### Late-Stage Autophagy Block Causes α-syn Accumulation

*Ifnb*^*–/–*^ CNs and CGNs and *Ifnar*^*–/–*^ CNs showed autophagy defects resembling a late-stage autophagy block (Figures 5A, 5B, S5A, and S5B). In *Ifnb*^*–/–*^ CNs, LC3B-I and LC3B-II were increased with p62, NBR1, and K-63-linked ubiquitin, while K-48-linked ubiquitin only increased slightly (Figures 5A and 5B). Both *Ifnb*^*+/+*^ and *Ifnar*^*–/–*^ produced detectable IFN-β, unlike *Ifnb*^*–/–*^ neurons (Figure S5C). To validate a block in autophagy flux, fusion between autophagosomes and lysosomes was inhibited with NH_4_Cl. At 1 hr, LC3B-II levels saturated in both genotypes, which correlated with a significant increase in p62 in *Ifnb*^*+/+*^ CNs; however, *Ifnb*^*–/–*^ CNs had nearly saturated p62 levels without treatment, and no significant increase was seen with NH_4_Cl (Figures 5C and 5D). Autophagy flux was measured in CNs with the mRFP-GFP-LC3B construct, which emits mRFP and GFP signal in autophagosomes and only mRFP in autolysosomes because of low pH in the latter. *Ifnb*^*–/–*^ CNs had increased mCherry^+^GFP^+^ autophagosomes and very few autolysosomes compared to WT again suggesting blocked autophagy flux. Treating *Ifnb*^*+/+*^ CNs with NH_4_Cl caused a similar distribution as *Ifnb*^*–/–*^ CNs. Rab7 significantly increased in *Ifnb*^*–/–*^ CNs, suggesting accumulation of mature autophagosomes. In support, fewer LC3B- and p62-positive autophagic vacuoles overlapped with LAMP1, a lysosomal marker, in *Ifnb*^*–/–*^ neurons indicating flux or fusion problems (Figures 5E–5H). GSEA suggested dysregulation in lysosomal genes in *Ifnb*^*–/–*^ neurons (Table S2). However, numbers and dysfunction of lysosomes measured as acidification, morphology, or cathepsin expression and activity did not differ in *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ CNs and brains (Figures S5D–S5I).

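As a list, 64 genes of lysosomal hydrolases and membrane proteins were lower in untreated *Ifnb*-/- than in *Ifnb*+/+ CGNs, with a median log2 fold change of −0.28 (camera, adjusted p = 1.16e-05, and adjusted p = 0.176 with an estimated correlation). Ctsd passed over all genes, and 15 were lower and none higher when adjusted over the list alone. Ctsd, which encodes cathepsin D, read 10.62 ± 0.08 (SD, n = 3) in *Ifnb*+/+ and 9.93 ± 0.01 in *Ifnb*-/-, a log2 fold change of −0.70 (standard error 0.10, adjusted p = 0.0284). The paper reports no difference of cathepsin expression between the genotypes, from RT-PCR of cathepsins b, d and z (Figures S5G and S5H). The array value of Ctsd differs from that report. Ctsb and Ctsz did not pass between the untreated genotypes (limma, adjusted p = 0.213 and 0.180). Gla, which encodes alpha-galactosidase A, had a log2 fold change of −0.86 (standard error 0.15, adjusted p = 0.0629), Galns, which encodes a sulfatase, of −0.94 (standard error 0.19, adjusted p = 0.0991), and Ctsa, which encodes cathepsin A, of −0.42 (standard error 0.09, adjusted p = 0.117). With rIFN-β, 14 of the 64 fell and 1 rose in *Ifnb*+/+, or 26 and 2 when adjusted over the list alone, with a median of −0.32 (camera, adjusted p = 3.49e-09, and adjusted p = 0.0385 with an estimated correlation). In *Ifnb*-/- 4 fell and none rose, or 6 and none when adjusted over the list alone, with a median of −0.07 (adjusted p = 3.19e-05, and adjusted p = 0.0965 with an estimated correlation). Gusb, which encodes beta-glucuronidase, fell by 1.36 in *Ifnb*+/+ (standard error 0.14, adjusted p = 0.000201) and by 0.76 in *Ifnb*-/- (standard error 0.14, adjusted p = 0.0202). The membrane protein genes Laptm5 and Slc11a1 and the protease gene Ctsz also fell in both genotypes. The rIFN-β effect on Ctsd was −1.13 (standard error 0.10, adjusted p = 7.01e-05) in *Ifnb*+/+ and −0.06 (standard error 0.10, adjusted p = 0.790) in *Ifnb*-/-, and the difference of these effects was 1.07 (standard error 0.15, adjusted p = 0.0414). This difference did not pass without any 1 of the 3 untreated *Ifnb*-/- arrays, after quantile normalization once more or with each array centred on its median. Nor did it pass without *Ifnb*-/- + rIFN-β replicate 2 or 3, without *Ifnb*+/+ + rIFN-β replicate 2 or with the replicate number as a block. Of 100 splits of the arrays into groups, 8 gave as many such calls as the real one, so that chance is not excluded. The microglial markers moved with the lysosomal list. With rIFN-β 9 of 25 fell and 1 rose in *Ifnb*+/+ (median −0.46; camera, adjusted p = 0.000495, and adjusted p = 0.217 with an estimated correlation), and 2 fell and 2 rose in *Ifnb*-/- (median −0.36; adjusted p = 0.000508, and adjusted p = 0.156 with an estimated correlation). When adjusted over the list alone, 10 fell and 2 rose in *Ifnb*+/+ and 8 fell and 2 rose in *Ifnb*-/-. The lysosomal block of Data S1, whose 77 lines the study chose on these arrays, so that its test is not independent evidence, and which shares 51 genes with the list, had a median difference of −0.19 between the untreated genotypes (camera, adjusted p = 0.0149, and adjusted p = 0.176 with an estimated correlation). With rIFN-β 31 of the 77 lines lay nearer to the *Ifnb*+/+ mean. Without *Ifnb*+/+ replicate 2 this block's adjusted p was 0.178.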

*Ifnb*^*–/–*^ CNs developed ubiquitin^+^ α-syn aggregates and increased monomeric and high-molecular-weight α-syn after 21 days of culture (Figures 6A and 6B). Accumulation of α-syn was not due to proteasomal defects; turnover of the proteasome substrate p53 after cycloheximide treatment and proteasomal catalytic activity were uncompromised in *Ifnb*^*–/–*^ CNs and unchanged by rIFN-β (Figure S6).

Blocking autophagy flux increased LC3B-II and α-syn, and α-syn colocalized with LC3B^+^ and p62^+^ autophagosomes in *Ifnb*^*–/–*^ CNs (Figures 6C and 6D), underscoring the relevance for autophagic clearance of α-syn. Aggregation-prone pSer129-α-syn was seen in LC3B^+^ autophagosomes, that rarely overlapped with LAMP1. Collectively, these results demonstrated that lack of IFN-β reduced lysosomal fusion and caused α-syn accumulation.

### IFN-β Promotes Neuronal Autophagy and α-syn Clearance

LC3B-II and p62 were higher in untreated *Ifnb*^*–/–*^ CNs, and, while overnight rIFN-β-treatment promoted LC3B-II conversion and reduced p62 in *Ifnb*^*+/+*^ CNs, indicating increased autophagy flux, rIFN-β reduced p62 but only slightly increased LC3B-II in *Ifnb*^*–/–*^ CNs. By promoting autophagy, rIFN-β reduced α-syn in both *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ CNs (Figures 7A–7D). Effects of rapamycin, an mTOR-dependent autophagy activator, were similar to rIFN-β, but the mTOR-independent inducer trehalose more efficiently reduced α-syn in CNs from both genotypes, possibly through increased α-syn secretion (Ejlerskov et al., 2013). To ensure reconstitution of the genetic defect, we cultured *Ifnb*^*–/–*^ neurons with a low rIFN-β dose for 21 days, which increased autophagy flux and α-syn clearance to the level in *Ifnb*^*+/+*^ neurons (Figures 7E and 7F).

### *Ifnb* Gene Therapy Prevents Dopaminergic Neuron Loss in a Familial PD Model

We used lentiviruses to overexpress IFN-β to examine effects on a familial PD model induced with human α-syn (hSCNA) in rat SNs. Injection of hSCNA and control lentiviruses blocked autophagy indicated by accumulated LC3B-II, p62, NBR1, Beclin1, and hSCNA in BG 10 days after SN injection (Decressac et al., 2013) (Figures 7G and 7H). *Ifnb* overexpression prevented hSCNA and pSer129-α-syn accumulation and restored TH loss. The mice showed improved left paw use compared to right paw use; contralateral to injection side of hSCNA/*Ifnb* and hSCNA/control viruses, respectively, 21 days post injection, which was associated with preservation of TH^+^ fibers in SN (Figures 7I and 7J). *Ifnb* gene therapy also significantly protected TH^+^ dopaminergic neurons from hSCNA-induced SN damage (Figure 7K). Thus, IFN-β prevented pathology in a familial model of PD by inducing autophagy and α-syn clearance.

## Discussion

CNS immune activation and inflammation occur in neurodegenerative diseases (Brochard et al., 2009; Lee et al., 2009; Maccioni et al., 2009; Tansey et al., 2008), but their role in initiation is unclear. We report that defects in IFN-β-IFNAR signaling, that is central to immune regulation, trigger neurodegeneration in the CNS of aging mice. IFN-β promotes neurite growth and protein degradation by autophagy. Lack of IFN-β causes neural pathological changes: accumulation of LB-like structures, neural apoptosis, and neurogenesis defects. p62 accumulated in *Ifnb*^*–/–*^ brainstems and BG regions before pathological α-syn aggregation. Aggregates and LB-like structures with α-syn were seen in brainstem and BG including SN, cortex, thalamus, and cerebellum as previously reported in PD and DLB patients (Goedert et al., 2013; Mori et al., 2003).

IFN-β is expressed by neurons to prevent malignant growth (Liu et al., 2013) and neuroinflammation (Liu et al., 2014) and is produced by choroid plexus epithelial cells in aged mouse and human brains without CNS disease (Baruch et al., 2014). In the latter study, injection of an anti-IFNAR antibody in the cerebrospinal fluid, however, positively affected some aspects of cognition. This approach could have complications as injection of full-length antibody might initiate complement-dependent cytotoxicity (Nelson, 2010) and inflammation (Congdon et al., 2013; Linnartz et al., 2012) and cause rapid antibody clearance compared to isotype controls (Sheehan et al., 2006). Genetic generation of *Ifnb* or *Ifnar* knockout mice or specifically targeting neuroectodermal cells in *nes*^*Cre*^*:Ifnar*^*fl/fl*^ mice circumvents such issues. We found that neuronal IFN-β-IFNAR signaling is required for neurons to withstand age-associated pathology. The data also suggest that neuronal IFN-β production in the CNS parenchyma might function differently than high production by choroid plexus epithelial cells or potentially resident microglia.

Familial but not sporadic neurodegenerative diseases are associated with overexpressed or mutant proteins such as α-syn in PD (Thenganatt and Jankovic, 2014). Overexpression of disease-associated proteins (Arima et al., 1999; Jellinger, 2000; Lippa et al., 1998) was not required to accumulate LB-like structures in *Ifnb*^*–/–*^, *Ifnar*^*–/–*^, or *nes*^*Cre*^*:Ifnar*^*fl/fl*^ neurons. *Ifnb* or *Ifnar* deletion was the sole trigger for α-syn-containing inclusion bodies resulting from defective autophagosome maturation. Treatment with rIFN-β promoted autophagy flux and increased α-syn clearance in *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ neurons, supporting IFN-β function in mutated proteins clearance, as suggested with ataxin 7 (Chort et al., 2013). Shared pathology of *Ifnb*^*–/–*^ and *nes*^*Cre*^*:Ifnar*^*fl/fl*^ mice suggests that the pathogenesis is likely driven by initial changes in neuroectodermal neurons rather than systemic or local immune activation. In agreement, neurons are crucial for regulation of CNS inflammation (Liu et al., 2006).

Protein degradation defects are common in neurodegenerative pathologies (Davies et al., 1997; Hara et al., 2006; Komatsu et al., 2006). We found that endogenous neuronal IFN-β signaling is central in regulating protein degradation by autophagy, including clearing aged mitochondria. Accumulated aged and defective mitochondria may release reactive oxygen species, enhancing neuroinflammation and neuronal death (Chaturvedi and Flint Beal, 2013). Cognitive and motoric impairments in PD is associated with DA dysfunction (Narayanan et al., 2013). Excess cytosolic DA is degraded by monoamine oxidase (MAO) in the mitochondrial outer membrane and MAO defects might cause oxidative stress (Segura-Aguilar et al., 2014). Senescent and damaged mitochondria and reduced MAO mRNA were found in *Ifnb*^*–/–*^ mice and reduced DOPAC in *Ifnb*^*–/–*^ mice supported dysregulation of MAO and mitochondrial genes potentially contributing to neurotoxicity and DA neuron death.

Lack of endogenous IFN-β signaling was associated with spontaneous neurodegeneration, impaired motor coordination and cognition, and neuronal LB-like inclusions with aging as seen in most PD and DLB patients (Jellinger, 2008). Gene profiling supported essential IFN-β regulation of neuronal homeostasis. Neurotrophin was a top hit in GSEA and increased Tox mRNA, important for corticogenesis (Artegiani et al., 2015), supported IFN-β effects on prosurvival mechanisms.

We showed that *Ifnb* gene therapy reversed pathology in a familial PD model, by promoting autophagy and α-syn clearance, which preserved DA neurons and associated neurologic deficit. Our data strongly support an essential role for IFN-β signaling in preventing neurodegenerative pathology and suggest *Ifnb*^*–/–*^ mice as a model for nonfamilial, sporadic neurodegenerative diseases, particularly PD and DLB, with potential for testing future therapies.

## Experimental Procedures

For detailed procedures, see Supplemental Experimental Procedures.

### Mice and Cell Culture

*Ifnb*^*–/–*^ mice (Erlandsson et al., 1998) were backcrossed 20 generations to B10.RIII or C57BL6. *Ifnar*^*–/–*^ and *nes*^*Cre*^*:Ifnar*^*fl/fl*^ mice were in C57BL6 (Prinz et al., 2008). WT were *Ifnb*^*+/–*^, *Ifnb*^*+/+*^ littermates, or *Ifnar*^*+/+*^ C57BL6 mice. C57BL/6JOlaHsd mice (Harlan Laboratories) with a spontaneous deletion of part of *Snca* (α-syn) were crossed with *Ifnb*^*–/–*^ mice for *Scna*^*–/–*^*Ifnb*^*–/–*^. Mice were housed in standard facilities. Sex- and weight-matched mice were used in experiments performed in accordance with the ethical committees in Denmark and approved by our institutional review boards. CGNs were from 6- or 7-day-old cerebella and cortical neuron (CN) cultures from the cortex of 1-day-old mice.

### Behavioral Measurements

Motor-coordination and -learning were evaluated with an accelerating RotaRod (TSE Systems GmbH) automatically recording time before fall. Neuromuscular strength was tested by forelimb hanging time on a bar. Heat and cold tail-pain sensitivity was measured by tail-flick latency time after exposure.

Spatial learning and reference memory were assessed with Morris water maze (Vorhees and Williams, 2006) with slight modifications. Swimming patterns were recorded with Ethovision 3.1 (Noldus Information Technology), measuring the time to reach a hidden platform during learning trials and frequency of platform position crossings during probe tests. Deficits prevalence were calculated as behavioral test scores of *Ifnb*^*–/–*^ mice that deviated from the norm: mean value (SD/2) of the *Ifnb*^*+/+*^ group (Table S1).

In the cylinder tests, asymmetry in forelimb use during vertical exploration was used as a validated measure of akinesia in hemiparkinsonian rodents.

### Cloning

Mouse *Ifnb* pCR4IFNb was from transOMIC (accession no. BC119395). *Ifnb* was transferred to pCSII-GW via pCR8TOPOGW (Invitrogen) with conventional cloning techniques to generate pCSII-IFNb. PCSII (without insert) was generated by lambda recombination with an empty pCR8GW vector. Plasmid inserts were verified by sequencing.

### Surgery with AAV6-hSCNA

AAV-GFP or AAV-human α-syn/hSNCA-WPRE (Vector Biolabs) together with lentiviral vectors pCSII-IFNb and pCSII control (3 μl for each virus) were injected unilaterally into 30 adult female Sprague Dawley rats (Taconic; 225–250 g at surgery). Virus was infused at 0.2 μl/min as described (Decressac et al., 2013).

### Immunohistochemistry, Immunofluorescence, and Transmission Electron Microscopy

For immunohistochemistry (IHC) and immunofluorescence (IF), either mice were perfused and brains fixed in 4% paraformaldehyde (PFA) and paraffin embedded or brains were dissected and snap-frozen before sectioning. In vitro neuronal cultures were fixed in 4% PFA before staining. Tissues and cells were stained as described (Liu et al., 2014).

For neurogenesis and BrdU staining, mice were injected intraperitoneally (i.p.) once per day (75 μg/g body weight) for 5 consecutive days and sacrificed 2 hr after last injection. Brains were processed and immunostained for BrdU and doublecortin (DCX).

MMP was measured by adding tetramethylrhodamine ethyl ester (TMRE) and Hoechst (Life Technologies) to primary CNs.

IF images were taken with a Zeiss LSM510 confocal scanning microscope and IN Cell Analyzer 2200 automated microscope. IHC images were taken with a NanoZoomer 2.0-HT digital slide scanner or Olympus BX51 microscope. Images were quantified with ImageJ (Fiji version), IN Cell Investigator, CellProfiler, Zeiss Zen, and Adobe Photoshop.

In situ apoptosis detection was with TUNEL kits (Calbiochem) with Hoechst counterstaining or DAB substrate and methyl green counterstaining kits (R&D Systems).

For transmission electron microscopy (TEM), 12-month-old mice were cardiac perfused with 2% PFA and 0.2% glutaraldehyde and paratenial, and central medial thalamic nuclei were dissected and processed for epon embedding and ultrathin sectioning. Samples were incubated with primary α-syn antibodies (Leica) and biotinylated (Vector Laboratories) or 1.4-nm gold-labeled secondary antibodies (Nanoprobes) and embedded in epoxy resin. Ultra-thin sections were analyzed in a Philips CM100 electron microscope.

### Transfection and Plasmids

CNs were transfected with mRFP-GFP-LC3 using Lipofectamine 2000 (Life Technologies) according to the manufacturer’s description for live-cell confocal imaging.

### Stereological Analysis

The optical fractionator method was used to estimate neuron and glial numbers in the hippocampus of 80-μm mouse brain sections stained with H&E. Pointcounting techniques, based on the Cavalieri principle, were used to estimate hippocampal volume on one side of the brain.

### Real-Time PCR

Total RNA was isolated using a QIAGEN kit (QIAGEN), reverse transcribed into cDNA, amplified, and quantified by SYBR Green (Bio-Rad) detection. Relative mRNA expression was normalized with glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) gene.

### High-Performance Liquid Chromatography

Striatum was dissected and homogenized. Filtered supernatant was examined for DA, DOPAC, and HVA levels by reversed-phase HPLCy (Decressac et al., 2013).

### Western Blots

Samples were lysed in 1% Triton X-100 (Sigma) and insoluble brain pellets were sonicated in UREA/SDS and processed as described (Ejlerskov et al., 2013).

### Affymetrix Microarrays

RNA was extracted with TRI (Sigma) and DNase I (Invitrogen) from 3-day-old *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ CGN cultures in triplicate with or without 24 hr rIFN-β (100 U/ml). Affymetrix 430 2.0 microarray chip (SCIBLU, Affymetrix) data were analyzed with Arraystar 3 (DNA STAR) and quantile-normalized and processed by the RMA (Affymetrix) algorithm. We log_2_-transformed intensity values, and normal-distributed data were tested in unpaired two-tailed Student’s t tests, filtering for differential regulation confidence of 95% (p < 0.05). Venn diagrams were created with oneChannelGUI (Bioconductor). Quantile-normalized RMA-treated data selected using a 1.4-fold cutoff were analyzed with Ingenuity Pathway Analysis software.

GSEA data heatmaps were generated by extracting lists of core enriched genes from GSEA pathway analysis in R using Heatmap2 (Data S1).

Comparisons of *Ifnb*^*–/–*^ CGN gene profiles and published PD and HD models using Affymetrix data (GSE4758, GSE9038) were quantile-normalized together and summarized in R using RMA algorithms from the Affy-package. Differential expression was determined individually within each experiment for our data and published PD and HD models by comparing control/WT samples with transgenic samples using standard ANOVA.

### Statistical Analysis

Data were analyzed with unpaired and paired two-tailed Student’s t tests, ANOVA, and Mann-Whitney U, and Kruskal-Wallis tests. p < 0.05 was significant. Error bars are SEM.

## Author Contributions

P.E., J.G.H., J.W., R.C., M.K., Y.L., G.P., K.K., M.A., C.F.R., and K.R. did experiments and analyzed and prepared data; B.P. contributed to stereological studies; T.G., D.L., and M.P. did experiments including immunolabeling-EM and *Ifnar*^*–/–*^ and *nes*^*Cre*^*:Ifnar*^*fl/fl*^ mouse analysis; D.C.R. contributed material and designed some protein degradation experiments and S.I.-N. designed and supervised the study, analyzed and interpreted data, and wrote the manuscript. All authors read and contributed to the final manuscript.

## Figures and Tables

**Figure 1:**
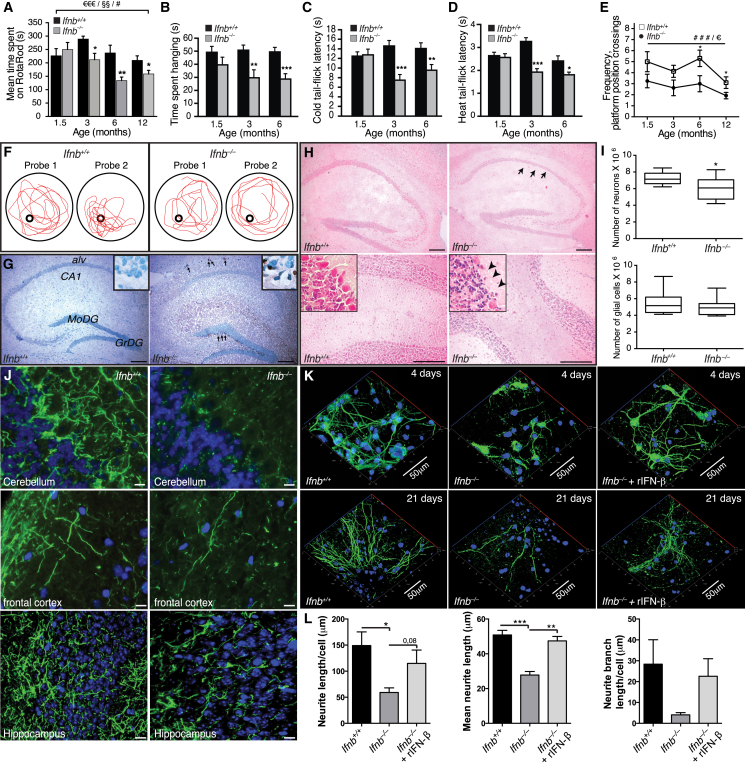
*Ifnb*^*–/–*^ Mice Exhibit Spontaneous Behavioral and Cognitive Impairments and Neurodegeneration (A) Motor coordination by RotaRod. Data are mean second(s) ± SEM, n = 8–13/group. ^∗^p < 0.05, ^∗∗^p < 0.01 for genotype effect per time point by unpaired Student’s t test; ^#^p < 0.05 for aging effect. ^€€€^p < 0.001 and ^§§^p < 0.01 for genotype and aging effect, respectively, over time, by two-way ANOVA. (B) Wire suspension performance. Data are mean ± SEM, 9–13/group. (C and D) (C) Cold and (D) heat tail-flick latency. Data are mean ± SEM, 9–11/group. (B–D) Unpaired Student’s t test. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (E) Morris water maze test. Data are mean ± SEM, 8–21 mice/group. ^###^p < 0.001 shows genotype effect; ^€^p < 0.05 shows age effect; ^∗^p < 0.05 comparing genotypes by two-way ANOVA and (^∗^) with Bonferroni post hoc test. (F) Representative maze swimming pattern on probes 1 and 2. (G) TUNEL staining of hippocampus from 1.5-month-old mice with methyl green nuclear counterstaining. MoDG, molecular dentate gyrus; GrDG, granular dentate gyrus; alv, alveus. Scale bar, 200 μm. (H) H&E brain staining showing loss of granular cell layer and Purkinje cells (arrows) in *Ifnb*^*–/–*^ hippocampus (upper) and cerebellum (lower). Scale bar, 200 μm. (I) Number of neurons and glial cells in hippocampus of 3- to 6-month-old mice. Data are mean ± SEM, n = 6 mice/group. ^∗^p < 0.05 using Student’s t test. (J) IF of 3-month-old brain sections. Scale bars, 10 μm. (K) Z stack projections of CNs cultured for 4 and 21 days with or without rIFN-β. Scale bar, 50 μm. (L) Quantified neurite length from 4-day-old CNs. Data are mean ± SEM, n = 3–4, counting 11–32 cells per experiment. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 by one-way ANOVA. See also Figure S1 and Table S1.

**Figure 2:**
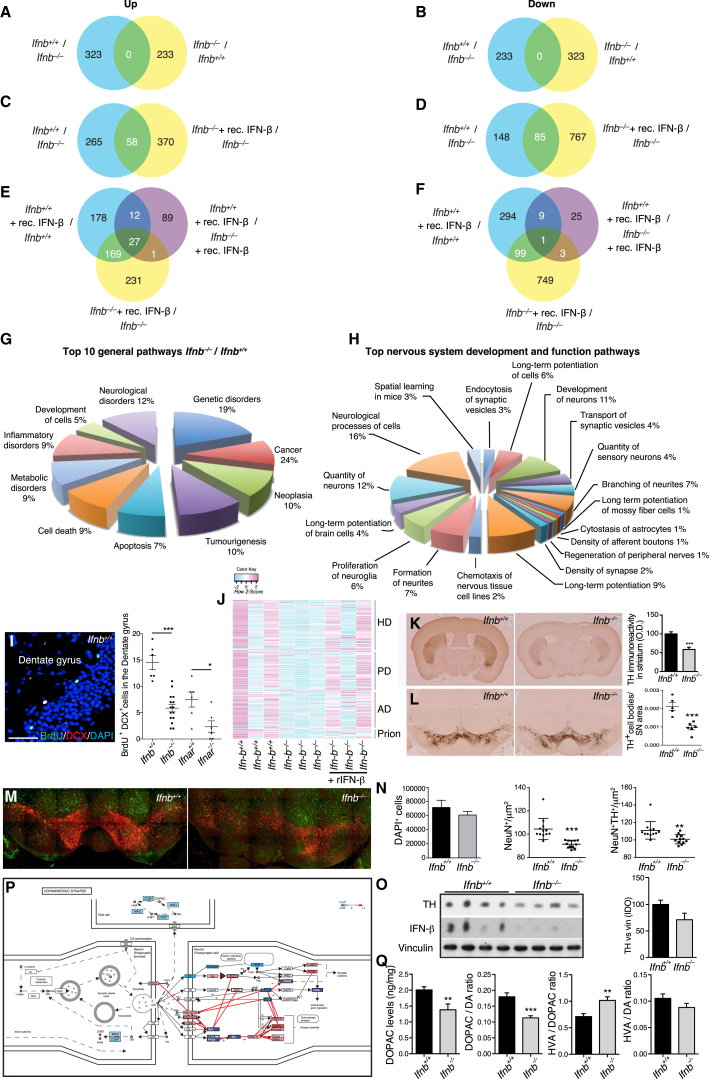
Gene Profiling of *Ifnb*^*–/–*^ Neurons Shows Association with Neurodegenerative Diseases Mouse Affymetrix 430 2.0 arrays. (A–F) Venn diagrams for gene expression analysis of *Ifnb*^*–/–*^, *Ifnb*^*+/+*^ CGNs with or without rIFN-β, n = 3. Genes differentially regulated by 1.5-fold, *^∗^*p < 0.05. (A, C, and E) Upregulated. (B, D, and F) downregulated genes. (G and H) Gene expression analyzed for (G) top ten general signaling pathways and (H) nervous system development and function pathways. (I) Neurogenesis in hippocampus dentate gyrus showing IF of an *Ifnb*^*+/+*^ mouse and quantifying all groups: n = 4 mice/group and six to 12 sagittal sections were counted for BrdU^+^DCX^+^ neurons. (J) GSEA Heatmaps of core-enriched pathways; HD, PD, AD, and prion disease pathways were the top four neurologic disease pathways without or with rIFN-β, n = 3. (K and L) IHC TH staining of coronal (K) STR and (L) SN sections. Data are (K) mean optical density (OD) ± SEM and (L) TH^+^ cell bodies per SN area ± SEM, n = 4 mice. (M and N) Stitched IF images showing NeuN (green) and TH (red) (M) immunoreactivity and (N) quantifications of n = 4 mice/group in three to four ventral midbrain regions. (O) WB of BG from 8-month-old mice (n = 4). Graph, mean integral optical density (IOD) ± SEM of TH bands. (P) Overview of the DA system. Red, upregulated; blue, downregulated genes from comparative microarray analysis of *Ifnb*^*+/+*^ and *Ifnb*^*−/−*^ CGNs. (Q) High-performance liquid chromatography (HPLC) analysis of DA, DOPAC, and HVA in STR of 3- to 6-month-old mice, n = 9–10/group. For (I), (K), (L), (N), and (Q), ^∗^p < 0.05, *^∗∗^*p *<* 0.01, ^∗∗∗^p < 0.001, by Student’s t test. See also Figure S2 and Data S1.

**Figure 3:**
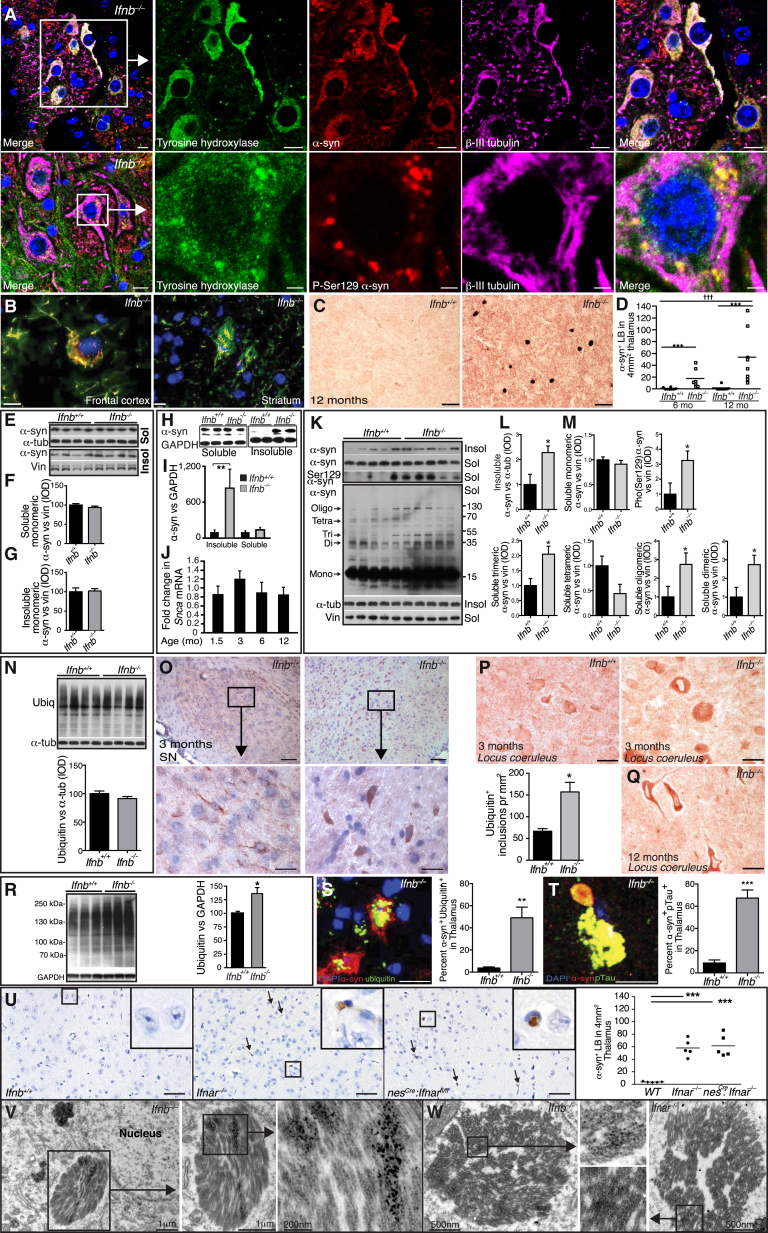
*Ifnb*^*–/–*^ Mice Develop LBs with α-syn, Ubiquitin, and pTau (A) IF of α-syn in SN of 6-month-old *Ifnb*^*–/–*^ mice. Scale bar, 10 μm; 2 μm in close-up lower panel. (B) IF of 3-month-old *Ifnb*^*–/–*^ brains showing α-syn^+^ neuron in frontal cortex and positive aggregates in STR. Scale bars, 10 μm. (C) IHC of α-syn in thalamus. Scale bar, 20 μm. (D) Number of α-syn-positive LBs in thalamus of 6- and 12-month-old mice. ^∗∗∗^p < 0.001 by Mann-Whitney U test for two groups, ^†††^p < 0.001 by Kruskal-Wallis test for all groups. (E–G) (E) WB of α-syn and quantified IOD in (F) soluble and (G) insoluble BG fractions of 1.5-month-old mice. Data are mean ± SEM, n = 4. (H and I) (H) WB of α-syn and (I) quantified IOD in TX-100 soluble and insoluble fractions of 3-month-old brains. Data are mean ± SEM, n = 5. (J) RT-PCR of α-syn in *Ifnb*^*–/–*^ relative to *Ifnb*^*+/+*^ brains. Data are mean ± SEM, n = 3–5. (K) WB of α-syn (TX-100 soluble and insoluble) from BG of 8-month-old mice and long exposure of whole membranes of soluble fractions. (L and M) Quantified IOD of α-syn and pSer129-α-syn in (L) insoluble and (M) soluble fractions of monomeric (short exposure) and high-molecular-weight α-syn species (long exposure). Graphs, mean ± SEM, n = 5. (N) WB and quantified ubiquitin IOD in BG from 1.5-month-old mice. Data are mean ± SEM, n = 3. (O) IHC of ubiquitin in SN at 3 months and quantified ubiquitin^+^ aggregates/μm^2^. Scale bar, 200 μm; 20 μm in inserts. Graph, mean ± SEM, n = 5. (P and Q) IHC of ubiquitin in locus coeruleus at (P) 3 months and (Q) 12 months. Scale bar, 200 μm. (R) WB and quantified ubiquitin IOD in brain extracts from 3-month-old mice. Data are mean ± SEM, n = 3. (S and T) IF and quantification of (S) ubiquitin^+^α-syn^+^ and (T) p-tau^+^α-syn^+^ aggregates in thalami of 12-month-old mice. Scale bar, 10 μm; data are percentage double positives ± SEM. (U) IHC of α-syn in mice thalami showing LB-like structures (arrows). Scale bar, 50 μm. Graph, α-syn^+^ LB-like structures in thalamus ± SEM, n = 5. ^∗∗∗^p < 0.001 by one-way ANOVA and Turkey’s post hoc correction test. (V and W) Immuno-EM of thalamic neurons from *Ifnb*^*–/–*^ and *Ifnar*^*–/–*^ mice showing LB-like structures positive for α-syn by (V) immuno-DAB reactivity and (W) immunogold labeling. For (I), (L), (M), (O), (R), (S), and (T), ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 by Student’s t test. See also Figure S3.

**Figure 4:**
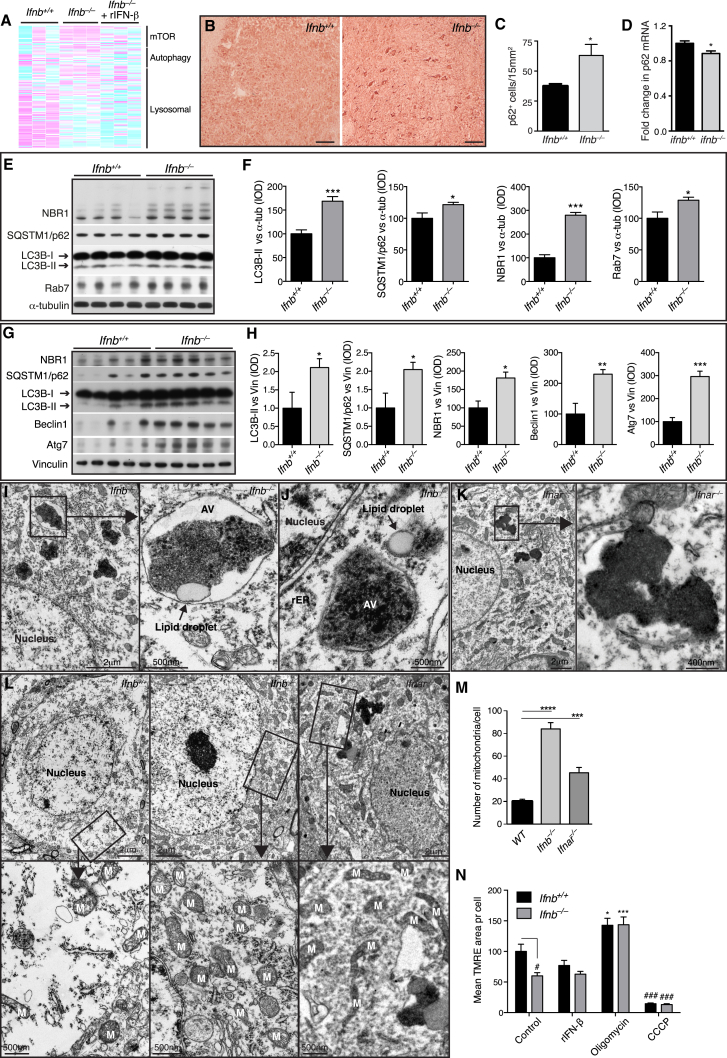
Late-Stage Degradative Autophagosomes Accumulate in *Ifnb*^*–/–*^ Neurons (A) Heatmaps of GSEA core-enriched genes in autophagy-related pathways comparing *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mouse CGNs, *Ifnb*^*–/–*^ with or without 24 hr rIFN-β (100 U/ml), n = 3. (B) IHC from pons area using p62 antibodies. Scale bar, 20 μm. (C) Quantification of p62^+^ cells/15 mm^2^. Data are mean ± SEM, n = 5. (D) Fold change in p62 mRNA in brain extracts of 3-month-old mice. Data are mean ± SEM, n = 3. (E–H) WB of BG of (E) 1.5-month-old and (G) 6- to 8-month-old mice and (F) and (H) quantified IOD of bands. Data are mean ± SEM of four or five brains. (I–L) TEM of 9-month-old mice thalami. (I–J) *Ifnb*^*–/–*^ mice showing perinuclear electron-dense late-stage autophagic vacuoles (AV), most surrounded by single lipid membrane and associated with lipid droplets. rER, rough endoplasmic reticulum. (K) *Ifnar*^*–/–*^ mouse with similar electron-dense aggregates. (L) TEM of mitochondria in thalamic neuron cell body. M, mitochondria. (M) Graph, mean ± SEM mitochondria per cell body of 12–16 thalamic neurons; ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001 by one-way ANOVA with post hoc Dunnett’s multiple comparisons test. (N) TMRE analysis of 21-day-old CNs with mean TMRE area per cell, n = 3. ^∗^Treatment effect, and ^#^genotype effect. For (B), (C), (F), (H), and (N), ^∗^/^#^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^/^###^p < 0.001 by unpaired Student’s t test. See also Figure S4 and Table S2.

**Figure 5:**
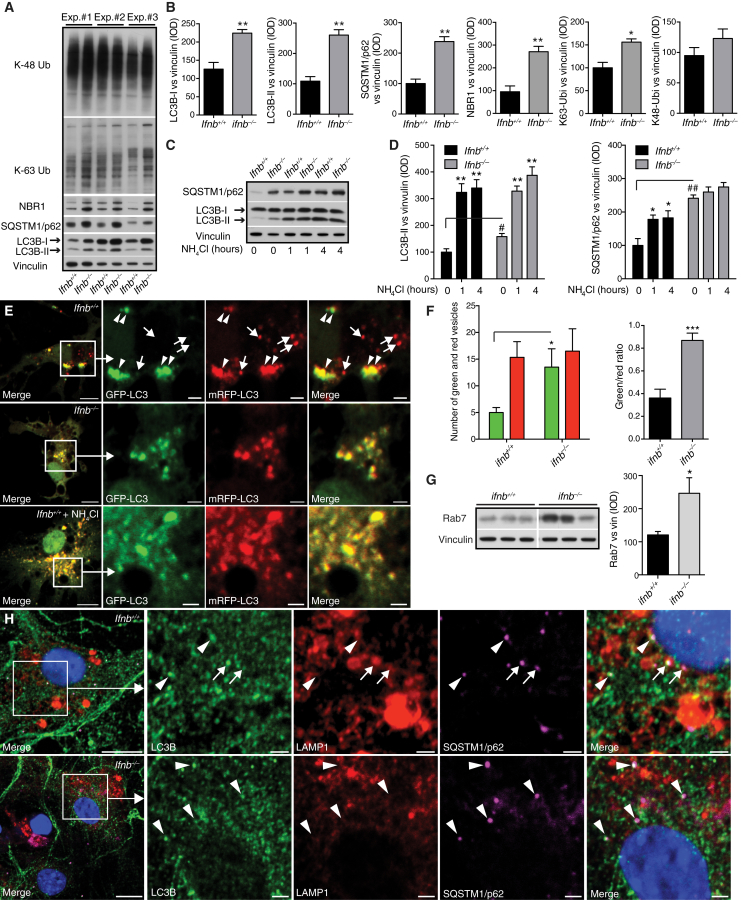
*Ifnb*^*–/–*^ Neurons Have a Defect in Autophagy Maturation (A–H) *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ primary CNs cultured for 21 days. (A) WB from three independent experiments with antibodies as indicated. (B) Quantified IOD of WB bands normalized to vinculin. Data are mean ± SEM, n = 3. (C) WB of CNs with or without NH_4_Cl (20 mM) for 1 or 4 hr. (D) Quantified IOD of WB. Data are mean ± SEM of n = 3, ^∗^/^#^p < 0.05, ^∗∗^/^##^p < 0.01 by one-way ANOVA. ^∗^Within and # between genotype differences after NH_4_Cl treatment. (E) CNs expressing mRFP-GFP-LC3B with or without NH_4_Cl for 2 hr. Arrowheads, colocalized GFP and mRFP (autophagosomes); arrows, mRFP-only vesicles (autolysosomes). Scale bars, 10 μm; 2 μm in inserts. (F) Graphs, mean number of autophagosomes and autolysosomes/cell and vesicle ratio ± SEM, n = 3. (G) WB of Rab7. Graph, IOD of WB. Data are mean ± SEM of n = 3. (H) IF showing LC3B and p62 colocalized in autophagosomes (arrowheads) and LC3B, LAMP1, and p62 colocalizing in autolysosomes (arrows). Scale bars, 10 μm; 2 μm in inserts. For (B), (F), and (G), ^∗^p < 0.05, ^∗^p < 0.01, ^∗∗∗^p < 0.001 by unpaired Student’s t test. See also Figure S5.

**Figure 6:**
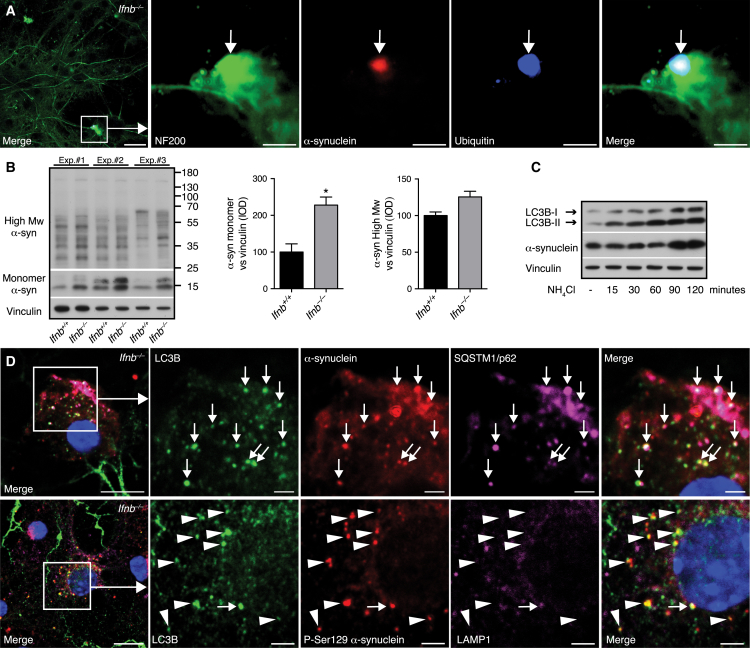
Autophagy Block Causes α-syn Accumulation (A) IF of *Ifnb*^*–/–*^ CN with inclusion body (arrow). Scale bar, 20 μm; 2 μm in insert. (B) WB and quantified IOD bands of monomeric and high-molecular-weight (Mw) α-syn. Data are mean ± SEM, n = 3. ^∗^p < 0.05 by unpaired Student’s t test. (C) WB of *Ifnb*^*+/+*^ CNs treated with 20 mM NH_4_Cl. (D) IF of CNs from *Ifnb*^*–/–*^ mice. Arrows, triple colocalizing vesicular structures; arrowheads, LC3B and phosphorylated (Ser129) α-syn-positive vesicular structures. Scale bars, 10 μm; 2 μm in inserts. See also Figure S6.

**Figure 7:**
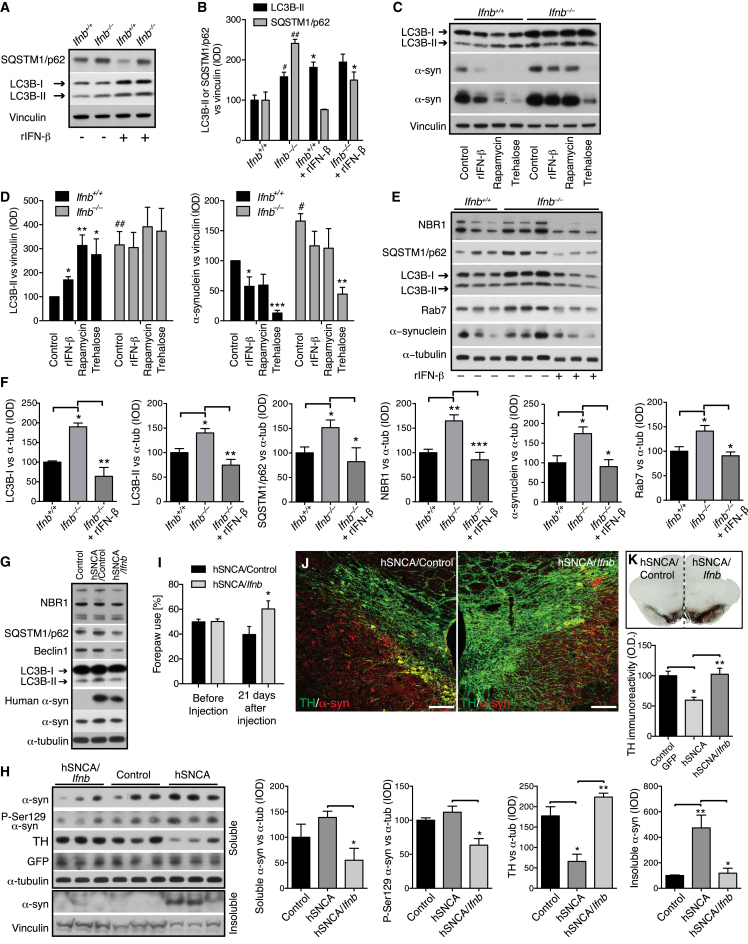
IFN-β Treatment Promotes Autophagy Flux and Reduces α-syn Accumulation (A–F) *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ primary CNs cultured for 21 days. (A) WB of CN with or without rIFN-β (100 U/ml) for 22 hr. (B) Quantified IOD of WB bands. Graphs, mean ± SEM, n = 3; ^∗^/^#^p < 0.05; ^##^p < 0.01 by one-way ANOVA. ^#^Between genotypes and ^∗^after rIFN-β in each group. (C) WB of LC3, α-syn (two exposures), and vinculin from untreated or rIFN-β (100 U/ml), rapamycin (1 μM), or trehalose (50 mM) -treated CNs (24 hr). (D) Quantified IOD of WB bands with mean ± SEM, n = 4–5. ^∗^After treatment within genotype and ^#^between untreated control genotypes. (E) WB of CNs with 30 U/ml rIFN-β (every 3–4 days) and 100 U/ml the last 24 hr. (F) Quantified IOD. Data are mean ± SEM, n = 4–6. (G and H) WB of rat BG 10 days post AAV- and lentiviral-control or AAV-hSNCA co-injection with lentivirus-*Ifnb* or lentivirus-control vector. Antibodies were against autophagy markers, human α-syn, or human and rat α-syn, pSer129-α-syn, TH, and GFP (to confirm AAV and lentiviral expression). Graphs, mean ± SEM, n = 3/group. (I) Right and left forepaw use in rats before and 21 days after AAV injection of hSNCA with lentivirus-control or lentivirus-*Ifnb* in left and right SN brain hemisphere, respectively. Graph, mean ± SD, n = 3–5 rats/group. ^∗^p < 0.05 by Student’s t test. (J) IF of rat brain; right and left hemisphere 21 days after virus injection. Scale bar, 100 μm. (K) IHC of rat 21 days after virus injection as in (I) with SN TH immunoreactivity. Graph, mean (OD) ± SEM. TH immunoreactivity of control AAV/lentivirus, AAV-hSCNA/lentivirus control, or AAV hSCNA/lentivirus-*Ifnb*, n = 3–5 rats/group. For (B), (D), (F), (H), and (K), ^∗^/^#^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 by one-way ANOVA.

**Figure S1:**
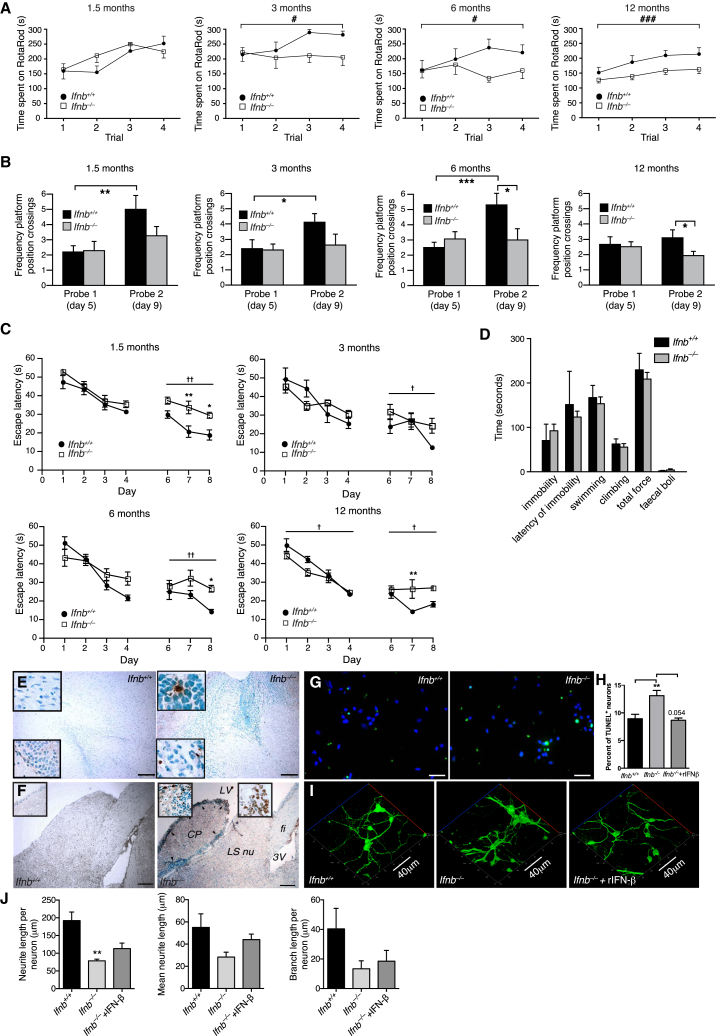
*Ifnb*^*–/–*^ Mice Show Behavioral Deficits, Neuronal Apoptosis, and Neurite Retraction, Related to Figure 1 (A) Motor-coordination and -learning as assessed by seconds (s) spent on RotaRod for each trial. Data are mean ± SEM, 8–13 mice per group. Two-way ANOVA; ^#^p < 0.05, and ^###^p < 0.001 were conducted to assess the effects of genotype and trials. (B and C) Performance of *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mice at different ages in Morris Water Maze on probe day 1 and 2. (B) Graphs show mean frequency of platform position crossings. Data are mean ± SEM of 8–21 mice per group. Student’s t test was used to assess differences in frequency of platform position crossings between probe trials within each genotype and age group, and between genotypes of the same age within a probe trial. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001. (C) Escape latency in seconds (s). ^†^p < 0.05 and ^††^p < 0.01 by two-way repeated-measures ANOVA comparing learning curves by genotype; ^∗^p < 0.05 by Bonferroni post hoc test shows significant genotype effect within each learning day (trials). Data are mean ± SEM of 8–21 mice per group. (D) Forced swimming test of *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mice. Data represent mean ± SEM. Student’s t test showed no significant differences between the genotypes. (E and F) TUNEL staining of brain with methyl green counterstaining for nuclei showing (E) 1.5-month-old olfactory bulb areas and (F) 12-month-old *caudate putamen*. TUNEL-positive staining (arrows) are present in *Ifnb*^*–/–*^ but not in *Ifnb*^*+/+*^. CP: caudate putamen; LS nu: lateral septal nucleus; LV: left ventricle; 3V:3^rd^ ventricle; fi: fimbria. Scale bar, 200 μm. (G) IF images showing TUNEL staining of cerebellar granular neurons (CGNs) from *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mice. Scale bar, 50 μm. (H) Percentage of TUNEL-positive neurons (in vitro cultured CGNs) representing mean ± SEM from n = 3; 6-10 images were quantified from each experiment. ^∗∗^p < 0.01 by unpaired Student’s t test. (I) 3D projected confocal images of CGNs with or without 24 hr of recombinant(r)IFN-β treatment (100 U/ml) showing NF200 (green). Scale bar, 40 μm. (J) Quantification of neurite length per neuron, mean neurite length, and mean branching length of cultured CGN from *Ifnb*^*+/+*^, *Ifnb*^*–/–*^, and *Ifnb*^*–/–*^ treated with rIFN-β (30U/ml) for the whole culture period. Graphs represents mean ± SEM of one representative experiment where 4-5 images containing 3-21 individual neurons were quantified. ^∗^p < 0.05 by Student’s t test.

**Figure S2:**
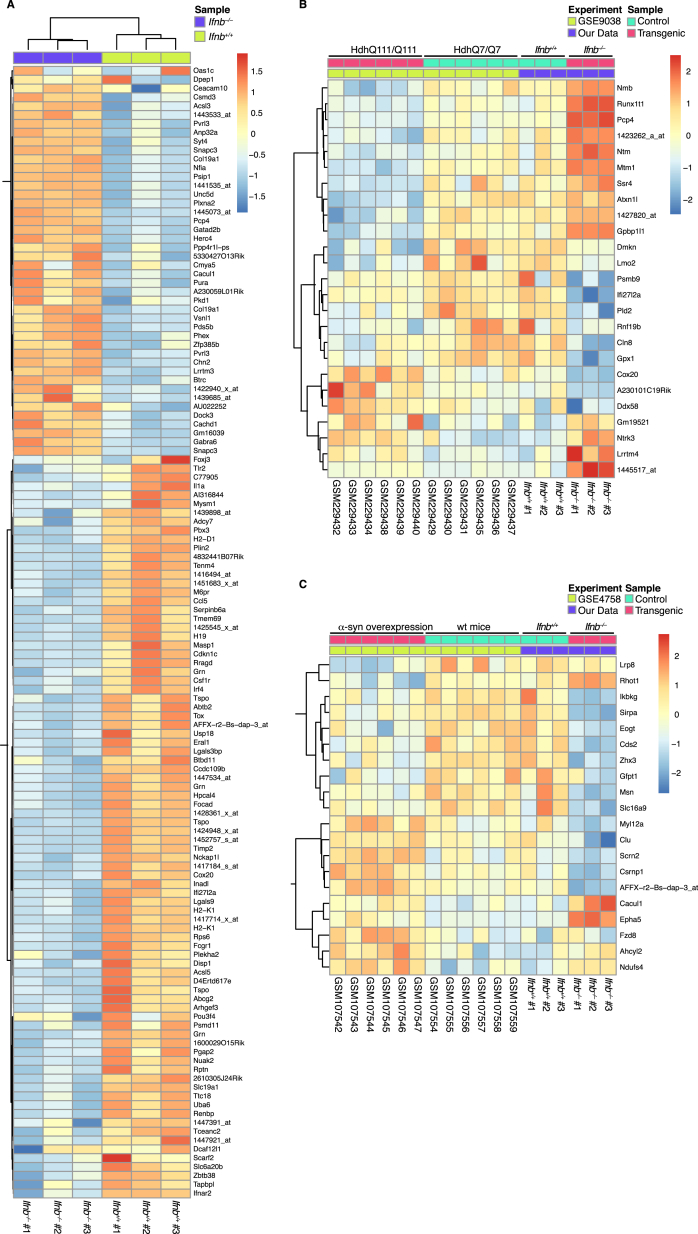
Gene Signature of *Ifnb*^*–/–*^ Neurons and Heatmaps Comparing *Ifnb*^*–/–*^ Mice with Mice Models of Huntington’s and Parkinson’s Disease, Related to Figure 2 (A) Heatmap of genes differentially expressed in *Ifnb*^*–/–*^ and *Ifnb*^*+/+*^ cerebellar granular neurons (CGNs). (B and C) Heatmaps comparing differentially expressed genes in *Ifnb*^*–/–*^ and *Ifnb*^*+/+*^ CGNs with (B) Huntington’s disease affymetrix data (GSE9038) and (C) Parkinson’s disease affymetrix data (GSE4758). Identification of differential expressed genes was performed individually within each experiment (in (A) p < 0.001; in B-C) p < 0.01); n = 3-5.

**Figure S3:**
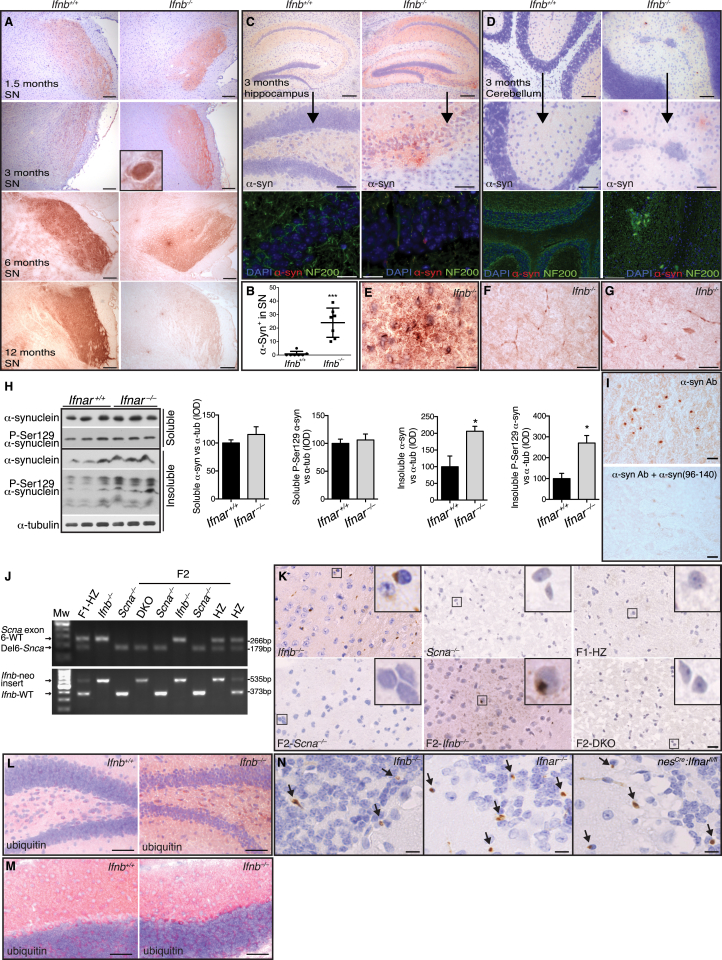
Lack of IFN-β Signaling Causes Widespread α-syn Accumulation in the Brain, Related to Figure 3 (A) α-syn immunostaining (IHC) of snap frozen brains from *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ showing images of substantia nigra (SN) at 1.5, 3, 6 and 12 months of age. Scale bar, 100 μm. (B) Quantification of α-syn aggregates in *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ SN at 3 months. (C and D) α-syn IHC staining (upper panels) and IF (lower panels) for α-syn (red), NF200 (green) and DAPI (blue) in hippocampus and cerebellum of *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ at 3 months. Scale bar, 100 μm; upper panels, and 20 μm; lower panels IHC and IF. (E) α-syn aggregates in thalamus of 3 months old *Ifnb*^*–/–*^ mice. Scale bar, 10 μm. (F and G) α-syn^+^ neurites in brainstem and subthalamic region, respectively. Scale bar, 10 μm. (H) WB (TX-100 soluble and insoluble) from basal ganglia of 8-month-old *Ifnar*^*+/+*^ and *Ifnar*^*–/–*^ mice, and quantified integrated optical density (IOD) of α-syn and phosphorylated (Ser129) α-syn normalized to α-tubulin. Graphs represents mean ± SEM, n = 3. (I) 12 months old *Ifnb*^*–/–*^ thalamus stained for α-syn and lower panel stained with excessive α-syn_96-140_ peptide to block binding of the two utilized antibodies toward α-syn; i.e., sheep anti-mouse (Millipore) (I) and rabbit anti-α-syn (Abcam) (not shown). Scale bar, 20 μm. (J) Genomic PCR screening of mice for *Scna* and *Ifnb* genes. (K) IHC images showing α-syn staining of snap-frozen brain cryosections of parental; *Ifnb*^*–/–*^, *Scna*^*–/–*^, F1 Heterozygots (F1-HZ) and F2; DKO (*Ifnb*^*–/–*^*Scna*^*–/–*^ mice), *Ifnb*^*–/–*^, and *Scna*^*–/–*^ littermates. Scale bar, 10 μm. (L and M) Ubiquitin IHC of snap frozen brains from *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ showing hippocampus (L) and cerebellum (M) at 3 months of age. Scale bar, 100 μm. (N) IHC images of perfused and paraffin-embedded brain sections showing α-syn positive staining (yellowish brown) in cerebellar molecular and granular layers (blue hematoxyline counter staining) of *Ifnb*^*–/–*^, *Ifnar*^*–/–*^ and *nes*^*Cre*^*:Ifnar*^*fl/fl*^ mice. Scale bar, 10 μm. For (B) and (H) ^∗^p < 0.05 and ^∗∗∗^p < 0.001 by unpaired Student’s t test.

**Figure S4:**
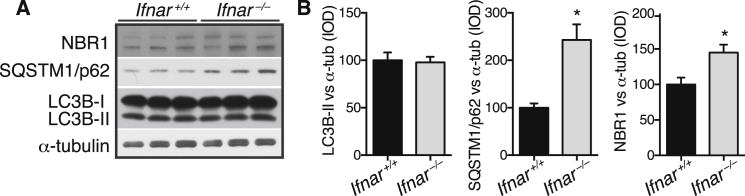
Late-Stage Degradative Autophagosomes Accumulate in *Ifnar*^*–/–*^ Neurons, Related to Figure 4 (A and B) (A) WB of brain extracts from 8-month-old *Ifnar*^*+/+*^ and *Ifnar*^*–/–*^ mice immunoblotted against SQSTM1/p62, LC3B, α-tubulin, and NBR1 and (B) quantified IOD. Data are mean ± SEM of n = 3, ^∗^p < 0.05 by unpaired Students t test.

**Figure S5:**
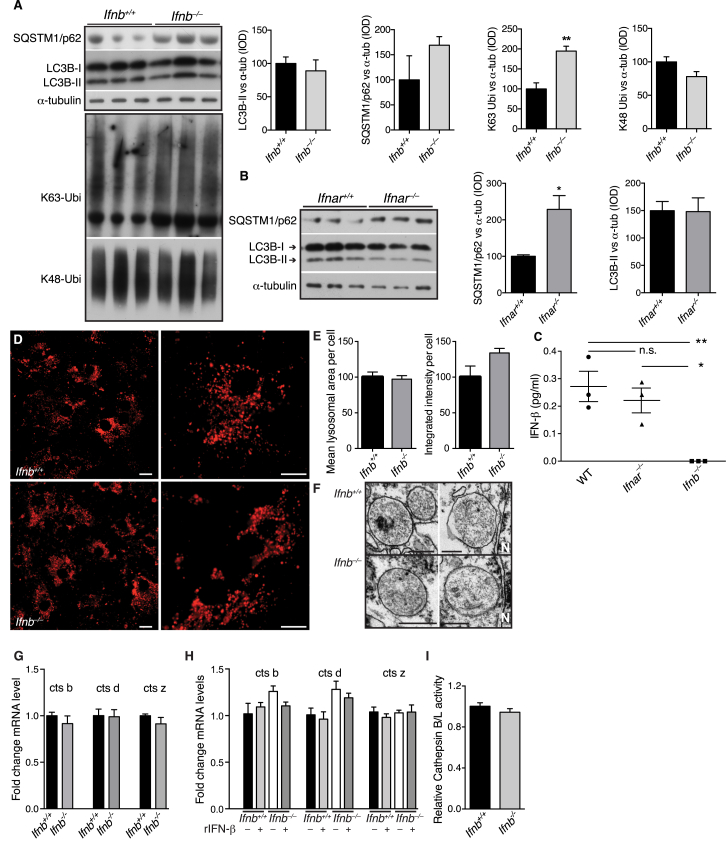
Lysosomes Do Not Change Morphology nor Activity in *Ifnb*^*–/–*^ Mice, Related to Figure 5 (A) WB of CGN from *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mice immunoblotted against SQSTM1/p62, LC3B, α-tubulin, K63- and K48-linked ubiquitin. Graphs show mean integrated optical density (IOD) ± SEM, n = 3 of WB bands normalized to α-tubulin. (B) WB of cultured CGNs from *Ifnar*^*+/+*^ and *Ifnar*^*–/–*^ mice. Graphs show mean IOD ± SEM, n = 3. In (A) and (B) ^∗^p < 0.05, ^∗∗^p < 0.01 by unpaired Student’s t test. (C) ELISA analysis of secreted IFN-β in the culture supernatant from WT, *Ifnar*^*–/–*^, and *Ifnb*^*–/–*^ cortical neurons (CN). Graph shows mean pg/ml ± SEM of n = 3 independent CN cultures where each sample was analyzed in triplicates. ^∗^p < 0.05 and ^∗∗^p < 0.01 by one-way ANOVA. (D) Live cell fluorescence images of 21-day-old cortical neurons from *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mice loaded with LysoTracker DND-99. Scale bar, 10 μm. (E) Quantified mean area of LysoTracker DND-99 per cell and integrated intensity per cell. Data represent mean ± SEM of n = 2. (F) Transmission electron microscopy images showing lysosomes in neurons from thalamus of 9-month-old *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mice. Scale bar, 200 nm. (G and H) RT-PCR of cathepsin b, d, and z showing fold changes in ΔCt of *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ obtained from (G) brains or (H) CGN’s with or without treatment with rIFN-β (100 U/ml) for 24 hr. (I) Relative activity of cathepsin B and L in CGN’s from *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mice. (G–I) Data represent mean ± SEM of n = 3.

**Figure S6:**
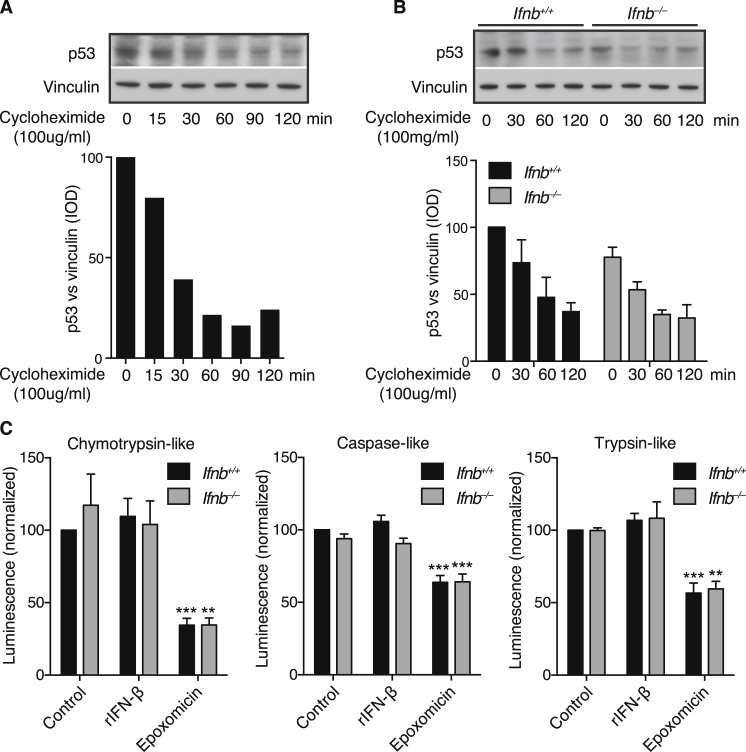
Proteasomal Flux and Activity Are Not Affected by Lack of IFN-β, Related to Figure 6 (A–C) Cortical neurons (CN) cultured for 21 days obtained from *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ mice. (A-B) WB showing proteasomal kinetic of p53 turn-over in (A) *Ifnb*^*+/+*^ and (B) *Ifnb*^*+/+*^ and *Ifnb*^*–/–*^ CN treated with cycloheximide (100mg/ml) for different time periods as indicated. Graphs show quantified integral optical density (IOD) of p53 WB bands normalized to vinculin and represent (A) one experiment or (B) mean ± SEM of n = 3. (C) Proteasomal Caspase-like, Trypsin-like, and Chymotrypsin-like activity in CN treated with rIFN-β (100 U/ml), epoxomicin (10 μg/ml), or left untreated, measured by relative luminescence units normalized to control. Data represent mean ± SEM of n = 3; ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 by one-way ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

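RNA of 12 cultures of cerebellar granule neurons, 3 in each of 4 groups (untreated Ifnb+/+, untreated Ifnb–/–, and each with rIFN-β), was hybridized to Affymetrix Mouse Genome 430 2.0 arrays, 1 array per culture. The authors quantile-normalized the arrays and summarized probe sets with RMA in Arraystar 3, and deposited log2 values of 45037 probe sets. No value was normalized again for the main results, and genes were not centred. It was checked that the columns hold the values that Data S1 prints for the same arrays. This also checked the assignment of arrays to untreated Ifnb+/+, untreated Ifnb–/– and Ifnb–/– with rIFN-β. The assignment of the Ifnb+/+ arrays with rIFN-β was not checked in this way and rests on the sample labels. The methods give pups of 6 or 7 days and the sample labels 7 days.

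Probe sets were joined to gene symbols through the array annotation. A gene was read from the single-gene probe set with the highest mean over all arrays, which gave 18193 genes. Probe sets that name several genes (932) or none (9160) were left out. RefSeq gave older names of list genes and the chromosome of 18032 genes.

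Groups were compared with limma 3.58.1 in R 4.3.3: a model of 4 group means over all arrays (8 residual degrees of freedom), empirical Bayes moderation and Benjamini-Hochberg adjustment over all genes of a comparison, with genes called at an adjusted p under 0.05. The comparisons were the untreated genotypes, rIFN-β in each genotype, the treated genotypes, the interaction of genotype and rIFN-β, and Ifnb–/– with rIFN-β against untreated Ifnb+/+. Counts were also made at the paper's thresholds, and probe sets of the untreated arrays were tested by analysis of variance at p under 0.001.

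Before the data were examined, 28 gene lists were fixed: interferon-stimulated genes, type I interferon receptor and signaling, MHC class I, oxidative phosphorylation, autophagy machinery, lysosomal hydrolases and membrane proteins, mTOR signaling, neurotrophin signaling, neurite outgrowth and axon guidance, neurogenesis, dopaminergic synapse, familial PD, apoptosis, synaptic vesicles, cell cycle, cholesterol synthesis, ribosomal proteins, proteasome subunits, stress and immediate-early genes, and markers of granule neurons, microglia, astrocytes, oligodendrocytes, endothelial cells, meningeal fibroblasts, Purkinje cells, GABAergic interneurons and erythroid cells. Of 969 members, 880 were measured. The 7 blocks of Data S1 were tested beside them. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 35 lists of a comparison, and with a correlation estimated from the data, and members were also adjusted over their list alone.

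The genes named were, for the untreated genotypes and for rIFN-β in each genotype, the 10 largest log2 fold changes per direction among called genes without overlap between arrays, up to 4 members per list and comparison with the smallest adjusted p, and genes the paper names. Lyz2, named where a count of markers was small, was chosen after its values were seen. Values in the paper's tables had been seen.

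Most alternatives changed 1 choice, and those at the paper's thresholds changed the adjustment and the fold change together, some with the test or the probe sets: the mean of a gene's probe sets, every probe set on its own, probe sets naming several genes, genes with a mean of at least 5, quantile normalization once more, centring on the median, array weights, a trend and robust variance, only the compared groups, the replicate number as a block, the methods' t-test, other thresholds, fry, and each array left out. The fit was tested on simulated data with 200 changed genes: for the untreated genotypes it called 20 of 67 genes changed 1.5-fold, 60 of 67 changed 2-fold and 64 of 66 changed 4-fold, and 4 of 17993 unchanged genes. These rates hold for the simulated data only. In the real arrays the median SD of genes was 0.0872 in untreated Ifnb–/– and 0.201 in untreated Ifnb+/+. Whether the rates hold with such different spreads, or with genes that vary together, was not tested. The arrays of the HD and PD models were left out, since they come from other studies.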

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

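The tests of the 3 patterns weighed here were chosen only after the results were seen, and the counts over other splits of the arrays were set before.

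The rIFN-β effect differed between the genotypes for Adam8, Ctsd, Slc37a2 and Trem2, by 1.74, 1.07, 1.24 and 1.73 log2 units (Ifnb–/– minus Ifnb+/+, limma, adjusted p = 0.0120, 0.0414, 0.0414 and 0.0120). With rIFN-β these genes changed by −2.03, −1.13, −1.15 and −1.50 in Ifnb+/+ and by −0.29, −0.06, 0.09 and 0.23 in Ifnb–/–. Of 100 splits of the arrays, 8 gave as many calls as the real 4, so that chance is not excluded. No gene passed without any 1 of the 3 untreated Ifnb–/– arrays, without Ifnb–/– + rIFN-β replicate 2 or 3 or without Ifnb+/+ + rIFN-β replicate 2, and 1237 passed without Ifnb+/+ replicate 2. None passed with the replicate number as a block either. Another split gave 1870 calls, which points to a structure of the samples other than genotype and treatment.

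The paper does not discuss cholesterol synthesis. With rIFN-β, 5 of 17 genes of this list rose in Ifnb+/+ and 4 in Ifnb–/–, or 8 and 14 when adjusted over the list alone, with list medians of 0.63 and 0.86 (camera, adjusted p = 4.24e-08 and 1.03e-10, and adjusted p = 0.386 and 0.165 with an estimated correlation). Idi1, Msmo1, Sc5d and Hsd17b7, which encode enzymes of the pathway, rose in both genotypes. Idi1 rose by 1.94 in Ifnb+/+ and 1.05 in Ifnb–/–. The arrays of Ifnb–/– with rIFN-β did not agree, with list medians relative to each gene's mean over all arrays of 0.88, −0.16 and 0.83 against −0.31, −0.33 and −0.30 untreated.

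Of the 21 genes called between the untreated genotypes, 5 lie on the chromosome that carries Ifnb1 (23.8%, against 6.03% of the 18032 genes with a known chromosome), which chance placement does not explain (Fisher's exact test, p = 0.00713). If these were genes that 24 hr of rIFN-β returns, their difference would shrink, but the median share returned was 0.186, and their mean signed difference of 1.03 fell by no more than 0.246 (upper 95% limit). The median share of the difference left between the rIFN-β-treated genotypes was 0.606, but in a second test, added after the first was seen, the lower 95% limit of the mean treated difference, 0.454, lay below 0.5 of the untreated one (0.516), so that DNA of another strain kept beside the deleted gene stays open. That share was 0.952 for Ndufs5, 0.780 for Tmem69, 0.606 for Snapc3, 0.400 for Patj and −0.0596 for Plin2. For the genotype effect averaged over both treatments, chosen after the results were seen, 9 of 42 called genes (21.4%) lie on that chromosome. The paper states that the mice were backcrossed over many generations, and how much DNA of another strain was left was not measured. No genotype at these genes was measured. Lasting effects of the missing IFN-β during development stay open as an untested biological explanation of the differences of single genes. They give no reason for the excess on that chromosome (23.8% against 6.03%).

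As lists, microglial and lysosomal genes were lower in untreated Ifnb–/– cultures (camera, adjusted p = 0.000431 and 1.16e-05), but not with an estimated correlation (adjusted p = 0.176 for both), and the microglial markers not without Ifnb+/+ replicate 2 (adjusted p = 0.110). A lower share of all non-neuronal cells is neither shown nor excluded: the oligodendrocyte markers had a median of 0.17 (camera, unadjusted p = 0.0110, and adjusted p = 0.457 with an estimated correlation), the astrocyte ones of 0.02 and the endothelial and meningeal ones of −0.21 and −0.17, and in a second test, added after the first was seen and with its rule reworded after its value was seen, the expressed oligodendrocyte markers changed by 0.476 more than the microglial ones (95% limits −0.0336 to 0.985) and the astrocyte ones by 0.363 (−0.423 to 1.15). A few genes that microglia express most do not alone make up the lysosomal difference, since without 16 such genes, whose median was −0.46, the other 48 had a median of −0.23 (camera, unadjusted p = 0.000372, and unadjusted p = 0.0782 with an estimated correlation) and, in a second test added later, a mean change of −0.237 over the arrays (95% limits −0.365 to −0.110; the genes left out came from 4 microglial markers and 14 genes picked from general knowledge after the values were seen). Missing interferon signaling that rIFN-β makes up for is argued against by the median of −0.0657 for the list with rIFN-β in Ifnb–/–, where the mean over the list changed by −0.109 (95% limits −0.228 to 0.009) against a genotype difference of −0.287. Fewer microglia in the Ifnb–/– cultures and a different state of the same cells cannot be told apart, because 19.0% of the 21 expressed microglial markers (4, with Trem2 and Fcgr1 below and Cd14 and Lyz2 above) had intervals that exclude the common change of −0.59. The paper describes its CGNs as highly pure, and the share of microglia in these cultures was not measured here.

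The 3 untreated Ifnb+/+ arrays spread widely, and the genotype calls rose from 21 to 3846 without Ifnb+/+ replicate 2. Of those 3846 genes, 3460 (90.0%) lay nearer to the Ifnb–/– mean in replicate 2, but they became callable by leaving that array out and decide nothing alone, and of the 4 genes of a second test, called the same way with and without rIFN-β, 1 did so (25%). A mislabelled Ifnb–/– culture is argued against by another test, added later still, of 31 genes that part the 6 Ifnb–/– arrays from the 5 other Ifnb+/+ arrays: 5 (16.1%) lay nearer to the Ifnb–/– mean in replicate 2 and 26 nearer to the Ifnb+/+ mean, among them Ndufs5, Tmem69 and Snapc3. The correlation across all genes points the other way. Its mean for replicate 2 was 0.995 with untreated Ifnb–/– arrays and 0.982 with the other untreated Ifnb+/+ arrays. These means were 0.9913 and 0.9907 for replicate 3, and 0.970 and 0.980 for replicate 1. The list medians of replicate 2 were mixed, with 0.15 for the lysosomal list (0.32 and 0.23 in the other Ifnb+/+ arrays and −0.08 to −0.0065 in Ifnb–/–) and −0.08 for oxidative phosphorylation, within the −0.19 to −0.07 of Ifnb–/–. Whether replicate 1 alone makes the oxidative phosphorylation difference cannot be told apart either, since the list's median was −0.12 without it and −0.21 with it, with an SD of 0.16 between the Ifnb+/+ arrays.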

How the results depend on the processing

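The t-tests on every probe set and on genes with any of their probe sets past the thresholds, and the genotype effect averaged over both treatments, were chosen only after the results were seen. Over all results and alternatives, the gene list tests stayed on their side of an adjusted p of 0.05 in 1939 cases. They lost the call in 119, gained it in 37 and turned direction in 2. For the named genes these numbers were 4961, 441, 245 and 0. The counts do not show whether lists or genes without a call kept their direction. Counts stayed within 1.5 times in 184 cases and moved further in 163. Of 18193 genes, 9732 had a mean log2 value of at least 5, and changes of dimmer genes are measured less well. Where a sentence gives no reason for a change, the cause was not tested; without an array, the group left with 2 has fewer samples. The array weights put 7.28 on Ifnb+/+ replicate 3 and 0.249 on replicate 1, so that the weighted counts of comparisons with untreated Ifnb+/+ rest largely on 1 array; why those of the other comparisons moved was not tested. The t-test alternatives cover comparisons of 2 groups and not the interaction. The fry alternative tests a list's genes against no change, while camera sets them against all other genes. A list call lost or gained with fry thus answers another question.

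With limma array weights, the genes called were 7964 for the untreated genotypes, 3295 for rIFN-β in Ifnb+/+, 3962 for rIFN-β in Ifnb–/–, 209 for the rIFN-β-treated genotypes, 4103 for the interaction and 3869 for Ifnb–/– with rIFN-β against untreated Ifnb+/+; the genes shared were 376 rising in both genotypes and 295 falling in both genotypes; the genes that differed both ways were 1523 lower in Ifnb–/– and raised by rIFN-β and 779 higher in Ifnb–/– and lowered by rIFN-β; the adjusted p for the untreated genotypes was 0.0718 (neurotrophin signaling). With only the 2 groups compared in the fit, the genes called were 131 for rIFN-β in Ifnb+/+, 1276 for rIFN-β in Ifnb–/–, 0 for the rIFN-β-treated genotypes and 145 for Ifnb–/– with rIFN-β against untreated Ifnb+/+; the genes shared were 15 falling in both genotypes; the genes that differed both ways were 2 lower in Ifnb–/– and raised by rIFN-β. With every single-gene probe set on its own, counted as probe sets, the genes called were 2 for the interaction and 612 for Ifnb–/– with rIFN-β against untreated Ifnb+/+; the genes past 1.5-fold and an unadjusted p under 0.05 were 2217 for the untreated genotypes, 2820 for rIFN-β in Ifnb+/+, 1920 for rIFN-β in Ifnb–/– and 567 for the rIFN-β-treated genotypes. With probe sets that name several genes included and counted as probe sets, the genes past 1.5-fold and an unadjusted p under 0.05 were 2267 for the untreated genotypes, 2883 for rIFN-β in Ifnb+/+, 1959 for rIFN-β in Ifnb–/– and 595 for the rIFN-β-treated genotypes. Over genes with a mean log2 value of at least 5, the genes called were 2 for the interaction; the genes past 1.5-fold and an unadjusted p under 0.05 were 230 for the rIFN-β-treated genotypes; the adjusted p for the untreated genotypes was 0.0256 (oxidative phosphorylation) and 0.0984 (neurotrophin signaling); the adjusted p for rIFN-β in Ifnb–/– was 0.29958 (neurite outgrowth and axon guidance). With the mean of a gene's probe sets, the genes that differed both ways were 2 lower in Ifnb–/– and raised by rIFN-β and 1 higher in Ifnb–/– and lowered by rIFN-β; the adjusted p for the untreated genotypes was 0.0556 (neurotrophin signaling); the adjusted p for rIFN-β in Ifnb–/– was 0.00885 (mTOR signaling). With quantile normalization once more, the genes that differed both ways were 2 lower in Ifnb–/– and raised by rIFN-β; the adjusted p for the untreated genotypes was 0.0656 (neurotrophin signaling); the adjusted p for rIFN-β in Ifnb+/+ was 0.0461 (Data S1 sheet 2 block 1); the adjusted p for rIFN-β in Ifnb–/– was 0.129 (neurite outgrowth and axon guidance). With each array centred on its median, the genes that differed both ways were 1 higher in Ifnb–/– and lowered by rIFN-β.

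At an unadjusted p under 0.05 and 1.5-fold with limma, the genes called were 1088 for the untreated genotypes, 1363 for rIFN-β in Ifnb+/+, 798 for rIFN-β in Ifnb–/–, 358 for the rIFN-β-treated genotypes, 1733 for the interaction and 942 for Ifnb–/– with rIFN-β against untreated Ifnb+/+; the genes shared were 236 rising in both genotypes and 84 falling in both genotypes; the genes that differed both ways were 76 lower in Ifnb–/– and raised by rIFN-β and 66 higher in Ifnb–/– and lowered by rIFN-β. At an unadjusted p under 0.05 and 1.4-fold with limma, the genes called were 1869 for the untreated genotypes, 1993 for rIFN-β in Ifnb+/+, 1168 for rIFN-β in Ifnb–/–, 450 for the rIFN-β-treated genotypes, 2233 for the interaction and 1367 for Ifnb–/– with rIFN-β against untreated Ifnb+/+; the genes shared were 268 rising in both genotypes and 120 falling in both genotypes; the genes that differed both ways were 175 lower in Ifnb–/– and raised by rIFN-β and 127 higher in Ifnb–/– and lowered by rIFN-β. At an unadjusted p under 0.05 and 1.5-fold with the methods' t-test, the genes called were 409 for the untreated genotypes, 758 for rIFN-β in Ifnb–/–, 118 for the rIFN-β-treated genotypes and 556 for Ifnb–/– with rIFN-β against untreated Ifnb+/+; the genes shared were 188 rising in both genotypes; the genes that differed both ways were 44 lower in Ifnb–/– and raised by rIFN-β and 26 higher in Ifnb–/– and lowered by rIFN-β. With the methods' t-test in place of limma, the genes past 1.5-fold and an unadjusted p under 0.05 were 409 for the untreated genotypes, 620 for rIFN-β in Ifnb+/+ and 118 for the rIFN-β-treated genotypes. With the methods' t-test and Benjamini-Hochberg adjustment, the genes called were 6 for the untreated genotypes, 0 for rIFN-β in Ifnb+/+, 0 for the rIFN-β-treated genotypes and 0 for Ifnb–/– with rIFN-β against untreated Ifnb+/+. With the methods' t-test on every probe set, the genes past 1.5-fold and an unadjusted p under 0.05 were 2148 for rIFN-β in Ifnb–/– and 211 for the rIFN-β-treated genotypes. With the methods' t-test on genes with any of their probe sets past the thresholds, the genes past 1.5-fold and an unadjusted p under 0.05 were 618 for the untreated genotypes, 857 for rIFN-β in Ifnb+/+, 1405 for rIFN-β in Ifnb–/– and 154 for the rIFN-β-treated genotypes. With the genotype effect averaged over untreated and treated cultures, 42 genes were called (11 higher and 31 lower in Ifnb–/–).

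With a correlation estimated by camera, the adjusted p for the untreated genotypes was 0.625 (interferon-stimulated genes), 0.625 (MHC class I antigen presentation), 0.176 (lysosomal hydrolases and membrane proteins), 0.176 (neurotrophin signaling), 0.176 (neurite outgrowth and axon guidance), 0.176 (dopaminergic synapse), 0.176 (markers of microglia), 0.176 (markers of granule neurons), 0.596 (Data S1 sheet 1 block 1), 0.596 (Data S1 sheet 1 block 2), 0.448 (Data S1 sheet 1 block 3), 0.176 (Data S1 sheet 1 block 4), 0.230 (Data S1 sheet 2 block 1) and 0.176 (Data S1 sheet 2 block 3); the adjusted p for rIFN-β in Ifnb+/+ was 0.217 (MHC class I antigen presentation), 0.172 (autophagy machinery), 0.386 (cholesterol synthesis), 0.217 (markers of microglia), 0.806 (Data S1 sheet 1 block 1), 0.806 (Data S1 sheet 1 block 2) and 0.806 (Data S1 sheet 1 block 3); the adjusted p for rIFN-β in Ifnb–/– was 0.0884 (interferon-stimulated genes), 0.386 (MHC class I antigen presentation), 0.523 (oxidative phosphorylation), 0.0965 (lysosomal hydrolases and membrane proteins), 0.0965 (autophagy machinery), 0.257 (neurite outgrowth and axon guidance), 0.165 (cholesterol synthesis), 0.156 (markers of microglia), 0.551 (Data S1 sheet 1 block 1), 0.567 (Data S1 sheet 1 block 2), 0.551 (Data S1 sheet 1 block 3) and 0.315 (Data S1 sheet 2 block 1). With fry, the adjusted p for the untreated genotypes was 0.259 (interferon-stimulated genes), 0.197 (MHC class I antigen presentation), 0.131 (neurotrophin signaling), 0.131 (neurite outgrowth and axon guidance), 0.259 (dopaminergic synapse), 0.0911 (markers of granule neurons), 0.10005 (Data S1 sheet 1 block 1), 0.113 (Data S1 sheet 1 block 2), 0.0719 (Data S1 sheet 1 block 3) and 0.0911 (Data S1 sheet 2 block 1); the adjusted p for rIFN-β in Ifnb+/+ was 0.0595 (cholesterol synthesis), 0.431 (Data S1 sheet 1 block 1), 0.431 (Data S1 sheet 1 block 2), 0.334 (Data S1 sheet 1 block 3) and 0.00169 (Data S1 sheet 2 block 2); the adjusted p for rIFN-β in Ifnb–/– was 0.172 (MHC class I antigen presentation), 0.185 (oxidative phosphorylation), 0.113 (lysosomal hydrolases and membrane proteins), 0.561 (neurite outgrowth and axon guidance), 0.211 (markers of microglia), 0.211 (Data S1 sheet 1 block 1), 0.240 (Data S1 sheet 1 block 2), 0.211 (Data S1 sheet 1 block 3) and 0.240 (Data S1 sheet 2 block 1).

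With the replicate number as a replicate block, the genes called were 0 for the rIFN-β-treated genotypes and 0 for the interaction; the adjusted p for the untreated genotypes was 0.0404 (oxidative phosphorylation). Among the other results with a block, the named genes kept their side of the threshold in 292 cases, lost it in 24 and gained it in 1, and 1 gene list lost its call. The numbers were not taken to pair the arrays, since of 18 same-number pairs, 5 had deviations that correlated over 0.1 (−0.50 to 0.43), and an array's best match was its own number in 24 of 36 comparisons, where chance gives 12, a hint from the data and not from the design.

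Leaving out each array in turn (the spread is pooled by limma) moved the genes called for the untreated genotypes from 0 (without Ifnb–/– replicate 2) to 3846 (without Ifnb+/+ replicate 2); the genes called for rIFN-β in Ifnb+/+ from 241 (without Ifnb+/+ replicate 3) to 2905 (without Ifnb+/+ replicate 2); the genes called for rIFN-β in Ifnb–/– from 83 (without Ifnb–/– replicate 1) to 705 (without Ifnb+/+ replicate 1); the genes called for the rIFN-β-treated genotypes from 0 (without Ifnb–/– replicate 1) to 203 (without Ifnb+/+ + rIFN-β replicate 1); the genes called for the interaction from 0 (without Ifnb–/– replicate 1) to 1237 (without Ifnb+/+ replicate 2); the genes called for Ifnb–/– with rIFN-β against untreated Ifnb+/+ from 129 (without Ifnb+/+ replicate 3) to 1119 (without Ifnb+/+ replicate 2); the genes past 1.5-fold for the untreated genotypes from 349 (without Ifnb+/+ replicate 1) to 2990 (without Ifnb+/+ replicate 2); the genes past 1.5-fold for rIFN-β in Ifnb+/+ from 964 (without Ifnb+/+ replicate 1) to 2799 (without Ifnb+/+ replicate 2); the genes past 1.5-fold for the rIFN-β-treated genotypes from 251 (without Ifnb+/+ + rIFN-β replicate 3) to 712 (without Ifnb–/– + rIFN-β replicate 2); the probe sets past an unadjusted p of 0.001 from 76 (without Ifnb–/– replicate 2) to 201 (without Ifnb+/+ replicate 2); the genes rising in both genotypes from 58 (without Ifnb–/– replicate 3) to 163 (without Ifnb+/+ + rIFN-β replicate 1); the genes falling in both genotypes from 7 (without Ifnb–/– replicate 2) to 71 (without Ifnb+/+ replicate 1); the genes lower in Ifnb–/– and raised by rIFN-β from 0 (without Ifnb–/– replicate 2) to 95 (without Ifnb+/+ replicate 2); the genes higher in Ifnb–/– and lowered by rIFN-β from 0 (without Ifnb–/– replicate 1) to 82 (without Ifnb+/+ replicate 2).

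For gene lists it moved the adjusted p of interferon-stimulated genes for the untreated genotypes from 3.16e-05 (without Ifnb+/+ + rIFN-β replicate 1) to 0.0975 (without Ifnb+/+ replicate 2); the adjusted p of MHC class I antigen presentation for the untreated genotypes from 0.000539 (without Ifnb+/+ + rIFN-β replicate 3) to 0.0767 (without Ifnb+/+ replicate 2); the adjusted p of oxidative phosphorylation for the untreated genotypes from 0.0427 (without Ifnb–/– + rIFN-β replicate 2) to 0.326 (without Ifnb–/– replicate 2); the adjusted p of neurotrophin signaling for the untreated genotypes from 0.0155 (without Ifnb–/– replicate 1) to 0.0698 (without Ifnb+/+ replicate 1); the adjusted p of markers of microglia for the untreated genotypes from 2.63e-09 (without Ifnb+/+ replicate 1) to 0.110 (without Ifnb+/+ replicate 2); the adjusted p of markers of GABAergic interneurons for the untreated genotypes from 0.00420 (without Ifnb+/+ replicate 1) to 0.944 (without Ifnb–/– + rIFN-β replicate 3); the adjusted p of Data S1 sheet 2 block 3 for the untreated genotypes from 0.000358 (without Ifnb+/+ replicate 1) to 0.178 (without Ifnb+/+ replicate 2); the adjusted p of markers of microglia for rIFN-β in Ifnb+/+ from 1.4e-07 (without Ifnb+/+ replicate 1) to 0.0581 (without Ifnb+/+ replicate 2); the adjusted p of Data S1 sheet 1 block 1 for rIFN-β in Ifnb+/+ from 2.28e-05 (without Ifnb+/+ replicate 2) to 0.132 (without Ifnb+/+ replicate 1); the adjusted p of Data S1 sheet 1 block 2 for rIFN-β in Ifnb+/+ from 6.48e-05 (without Ifnb+/+ replicate 2) to 0.141 (without Ifnb+/+ replicate 1); the adjusted p of Data S1 sheet 1 block 3 for rIFN-β in Ifnb+/+ from 0.000268 (without Ifnb+/+ replicate 2) to 0.177 (without Ifnb+/+ replicate 1); the adjusted p of Data S1 sheet 2 block 1 for rIFN-β in Ifnb+/+ from 0.00175 (without Ifnb+/+ replicate 2) to 0.989 (without Ifnb+/+ replicate 1); the adjusted p of neurite outgrowth and axon guidance for rIFN-β in Ifnb–/– from 0.0110 (without Ifnb–/– replicate 1) to 0.0762 (without Ifnb–/– + rIFN-β replicate 3); the adjusted p of cell cycle and proliferation for rIFN-β in Ifnb–/– from 1.52e-05 (without Ifnb–/– + rIFN-β replicate 3) to 0.690 (without Ifnb–/– + rIFN-β replicate 2); the adjusted p of Data S1 sheet 1 block 2 for rIFN-β in Ifnb–/– from 1.47e-07 (without Ifnb–/– + rIFN-β replicate 2) to 0.0511 (without Ifnb–/– + rIFN-β replicate 3). The direction of the GABAergic interneuron markers turned without Ifnb+/+ replicate 1, and that of the cell cycle list turned without Ifnb–/– + rIFN-β replicate 2.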

Differences from the paper's values

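The alternatives named here were set before the data were examined, except where a sentence says otherwise.

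The paper's text gives 323 genes higher and 233 lower in untreated Ifnb–/– CGNs. At 1.5-fold and an unadjusted p under 0.05 from limma, 653 were higher and 435 lower. For the higher genes, the count came within 1.5 times the paper's with the mean of a gene's probe sets (461), without Ifnb–/– replicate 2 (416) and without Ifnb–/– replicate 3 (474), and in no other of the 20 alternatives. For the lower genes, it did so with the mean of a gene's probe sets (320), over genes with a mean log2 value of at least 5 (324), with each array centred on its median (225), with the methods' t-test (247), without Ifnb–/– replicate 2 (331) and without Ifnb+/+ replicate 1 (210), and in none of the other 14. The methods' t-test gave 162 genes higher and 247 lower. Taking genes with any of their probe sets past the thresholds in that test, an alternative chosen after seeing the values, gave 287 higher and 331 lower, which comes within 1.5 times the paper's count for both. How many of the paper's own called genes each of these settings drops was not computed. Figure 2A carries the larger of the paper's counts as genes higher in Ifnb+/+, while the text gives it as higher in Ifnb–/–. Read in the direction of the figure, the methods' t-test (247 lower and 162 higher) lies within 1.5 times the paper's counts for both and is the only one of the 20 alternatives to do so, while limma's 435 lower lies within and its 653 higher does not. The later t-test on genes with any of their probe sets past the thresholds (331 lower and 287 higher) also lies within for both. It thus does not tell the directions of the text and the figure apart.

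With rIFN-β in Ifnb–/– CGNs, the paper shows about 850 lower genes in Fig. 2, read by eye, against 352 with limma at the same thresholds. The alternatives within 1.5 times were each array centred on its median (580), every probe set on its own (1251) and probe sets that name several genes counted too (1275), and the other 17 were not. With the methods' t-test on genes with any of their probe sets past the thresholds, chosen after seeing the values, the count was 953, which is within 1.5 times. The methods' t-test on every probe set, also chosen after seeing the values, gave 1510, which is not.

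With rIFN-β in Ifnb+/+ CGNs, the paper shows about 390 higher genes in Fig. 2, read by eye, against 830 with limma. The alternatives within 1.5 times were the methods' t-test (339), without Ifnb+/+ replicate 1 (534) and without Ifnb+/+ + rIFN-β replicate 3 (548), and the other 17 were not. The t-test on genes with any of their probe sets past the thresholds, chosen after seeing the values, gave 424.

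Between the genotypes with rIFN-β, the paper shows about 130 genes lower in Ifnb–/– in Fig. 2, read by eye, against 312 with limma. The methods' t-test (94) was the only alternative of 20 within 1.5 times. The t-tests on every probe set (163) and on genes with any of their probe sets past the thresholds (119), both chosen after seeing the values, also came within 1.5 times.

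The paper states that the rIFN-β effects in the genotypes overlapped little. At 1.5-fold and an unadjusted p under 0.05 from limma, 236 of the 446 genes that were higher with rIFN-β in Ifnb–/– were higher in Ifnb+/+ too, and 84 of the 352 lower genes were lower in both. Of the Ifnb+/+ genes these were 236 of 830 and 84 of 533. With the methods' t-test the shared genes were 188 of 392 and 56 of 366 in Ifnb–/–, and 188 of 339 and 56 of 281 in Ifnb+/+.

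The paper reports no difference of cathepsin expression between the genotypes, from RT-PCR that included CGNs. On the arrays Ctsd was lower in untreated Ifnb–/– CGNs, with a log2 fold change of −0.70 (limma, adjusted p = 0.0284). In its results the paper gives Tox as reduced in Ifnb–/– neurons. Its discussion names increased Tox mRNA as support for effects of IFN-β, without stating which groups are compared. Between the untreated genotypes the log2 fold change of Tox was −0.38 (limma, adjusted p = 0.166), with −0.63 and −0.33 in the other probe sets. With rIFN-β it was −0.19 in Ifnb+/+ (adjusted p = 0.342), with −0.84 and −0.57 in the other probe sets. In Ifnb–/– it was 0.00088 (adjusted p = 0.997), with −0.38 and −0.07 in the others. No probe set of Tox thus passed as higher with rIFN-β in either genotype.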

Other observations

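The tests of the splits of the arrays were set before the results were seen, and the simulation of the genes shared by the genotype difference and the rIFN-β effect in Ifnb+/+ was chosen only after they were seen.

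Between the genotypes with rIFN-β, the interferon-stimulated genes were lower in Ifnb–/– as a list (median −1.30, camera adjusted p = 2.18e-55, and adjusted p = 0.108 with an estimated correlation). Of 41, 1 passed over all genes with limma and 39 when adjusted over the list alone. Its medians relative to each gene's mean over all arrays overlapped, with 1.36, 2.77 and 3.45 in Ifnb+/+ and 0.64, 1.61 and 0.63 in Ifnb–/–. The MHC class I genes had 14 of 17 lower over the list alone (median −1.26, camera adjusted p = 8.51e-23, and adjusted p = 0.115 with an estimated correlation). The difference of the rIFN-β effects between the genotypes had, for the interferon-stimulated genes, the following values: median −0.84, camera adjusted p = 3.31e-10, and adjusted p = 0.585 with an estimated correlation. The 16 genes of the type I interferon receptor and its signaling had between the untreated genotypes 0 higher and 0 lower over all genes, 0 and 2 over the list alone, 0 and 4 at an unadjusted p under 0.05 (median −0.14, camera adjusted p = 0.131); with rIFN-β in Ifnb+/+ 6 higher and 0 lower over all genes, 9 and 0 over the list alone, 9 and 0 at an unadjusted p under 0.05 (median 0.34, camera adjusted p = 4.3e-08, and adjusted p = 0.0402 with an estimated correlation); and with rIFN-β in Ifnb–/– 5 higher and 0 lower over all genes, 7 and 0 over the list alone, 7 and 1 at an unadjusted p under 0.05 (median 0.24, camera adjusted p = 3.56e-05, and adjusted p = 0.0965 with an estimated correlation). Irf7, which encodes a transcription factor of the interferon response, is a member of this list.

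Of 15 genes lower in untreated Ifnb–/– CGNs, 10 also fell with rIFN-β in Ifnb+/+, where independent lists would share 0.204. Both comparisons use the untreated Ifnb+/+ arrays. Lists as long from simulated unchanged groups with such shared arrays had 6.10 genes in common (2 to 11 in 100 simulations). The covariance across genes of these differences was 0.0593 against 0.0171 in the simulation, a difference of 0.0422. The simulated covariance had the same size, −0.0171, with untreated Ifnb–/– arrays shared, so the simulation did not carry the groups' different spreads. The median SD of genes was 0.201 in untreated Ifnb+/+ and 0.0872 in untreated Ifnb–/–. Whether the 10 exceed what the shared arrays give therefore cannot be told. Of the 15 lower genes 1, the receptor gene Fcgr1, rose with rIFN-β in Ifnb–/–, by 1.04 (standard error 0.16, adjusted p = 0.00606). Against untreated Ifnb+/+ CGNs, Ifnb–/– CGNs with rIFN-β had 140 higher and 199 lower genes.

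For genes whose proteins or RNA the paper also follows by other methods, the CGN arrays gave log2 fold changes between the untreated genotypes as follows: Sqstm1 −0.44 (standard error 0.12, adjusted p = 0.156), Ctsb −0.31 (standard error 0.13, adjusted p = 0.213), Lamp1 −0.22 (standard error 0.10, adjusted p = 0.241), Map1lc3b −0.01 (standard error 0.13, adjusted p = 0.962), Nbr1 0.15 (standard error 0.10, adjusted p = 0.386) and Becn1 −0.03 (standard error 0.11, adjusted p = 0.888). With rIFN-β in Ifnb+/+, Sqstm1 had −0.50 (standard error 0.12, adjusted p = 0.0450) and Ctsb −0.65 (standard error 0.13, adjusted p = 0.0174). In Ifnb–/– neither passed with limma, with −0.04 for Sqstm1 (standard error 0.12, adjusted p = 0.905) and −0.20 for Ctsb (standard error 0.13, adjusted p = 0.487).

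The 17 genes of cholesterol synthesis had, between the untreated genotypes, 0 higher and 0 lower over all genes, 2 and 0 over the list alone, 2 and 0 at an unadjusted p under 0.05 (median 0.12, camera adjusted p = 0.0196, and adjusted p = 0.625 with an estimated correlation). The 31 proteasome subunits had between the untreated genotypes 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 1 and 10 at an unadjusted p under 0.05 (median −0.27, camera adjusted p = 0.0283, and adjusted p = 0.625 with an estimated correlation); with rIFN-β in Ifnb+/+ 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 3 and 3 at an unadjusted p under 0.05 (median −0.17, camera adjusted p = 0.542); and with rIFN-β in Ifnb–/– 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 4 and 0 at an unadjusted p under 0.05 (median 0.17, camera adjusted p = 0.0291, and adjusted p = 0.567 with an estimated correlation). The 28 cytosolic ribosomal proteins had between the untreated genotypes 0 higher and 0 lower over all genes, 0 and 1 over the list alone, 0 and 6 at an unadjusted p under 0.05 (median −0.18, camera adjusted p = 0.0879); with rIFN-β in Ifnb+/+ 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 2 and 1 at an unadjusted p under 0.05 (median −0.10, camera adjusted p = 0.416); and with rIFN-β in Ifnb–/– 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 1 and 0 at an unadjusted p under 0.05 (median 0.09, camera adjusted p = 0.645). The 26 stress and immediate-early genes had between the untreated genotypes 0 higher and 1 lower over all genes, 0 and 3 over the list alone, 0 and 6 at an unadjusted p under 0.05 (median −0.20, camera adjusted p = 0.0879); with rIFN-β in Ifnb+/+ 1 higher and 3 lower over all genes, 2 and 5 over the list alone, 4 and 7 at an unadjusted p under 0.05 (median −0.08, camera adjusted p = 0.542); and with rIFN-β in Ifnb–/– 3 higher and 0 lower over all genes, 5 and 2 over the list alone, 7 and 2 at an unadjusted p under 0.05 (median 0.11, camera adjusted p = 0.167).

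The 29 genes of synaptic vesicles had between the untreated genotypes 0 higher and 0 lower over all genes, 1 and 0 over the list alone, 5 and 1 at an unadjusted p under 0.05 (median −0.12, camera adjusted p = 0.314); with rIFN-β in Ifnb+/+ 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 3 and 7 at an unadjusted p under 0.05 (median −0.20, camera adjusted p = 0.480); and with rIFN-β in Ifnb–/– 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 0 and 3 at an unadjusted p under 0.05 (median −0.00264, camera adjusted p = 0.190). With rIFN-β the 35 cell cycle genes had 2 higher and 0 lower over all genes, 2 and 1 over the list alone, 4 and 1 at an unadjusted p under 0.05 in Ifnb+/+ (median 0.13, camera adjusted p = 0.187) and 1 higher and 0 lower over all genes, 3 and 1 over the list alone, 6 and 2 at an unadjusted p under 0.05 in Ifnb–/– (median 0.58, camera adjusted p = 0.00895, and adjusted p = 0.567 with an estimated correlation). The medians relative to each gene's mean over all arrays were −0.24, 0.78 and −0.25 in the arrays of Ifnb–/– with rIFN-β against −0.39, −0.41 and −0.37 untreated, and without Ifnb–/– + rIFN-β replicate 2 the direction turned (camera, adjusted p = 0.690). The astrocyte markers had −0.18, 0.56 and −0.13 in the same treated arrays. In Ifnb+/+ with rIFN-β the cell cycle list had −0.12, −0.15 and 0.68 and the astrocyte markers −0.20, 0.14 and 0.34. Whether the cell makeup of these cultures differed was not tested.

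The 20 astrocyte markers had between the untreated genotypes 0 higher and 0 lower over all genes, 0 and 1 over the list alone, 2 and 2 at an unadjusted p under 0.05 (median 0.02, camera adjusted p = 0.433); with rIFN-β in Ifnb+/+ 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 2 and 1 at an unadjusted p under 0.05 (median 0.08, camera adjusted p = 0.511); and with rIFN-β in Ifnb–/– 0 higher and 1 lower over all genes, 0 and 1 over the list alone, 1 and 3 at an unadjusted p under 0.05 (median 0.16, camera adjusted p = 0.881). The 17 markers of the oligodendrocyte lineage had between the untreated genotypes 0 higher and 0 lower over all genes, 1 and 0 over the list alone, 3 and 1 at an unadjusted p under 0.05 (median 0.17, camera adjusted p = 0.0256, and adjusted p = 0.457 with an estimated correlation); with rIFN-β in Ifnb+/+ 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 1 and 2 at an unadjusted p under 0.05 (median −0.07, camera adjusted p = 0.733); and with rIFN-β in Ifnb–/– 0 higher and 1 lower over all genes, 1 and 3 over the list alone, 1 and 4 at an unadjusted p under 0.05 (median −0.15, camera adjusted p = 0.00180, and adjusted p = 0.257 with an estimated correlation). The 17 markers of endothelial cells and pericytes had between the untreated genotypes 0 higher and 0 lower over all genes, 0 and 2 over the list alone, 0 and 4 at an unadjusted p under 0.05 (median −0.21, camera adjusted p = 0.0501); with rIFN-β in Ifnb+/+ 0 higher and 1 lower over all genes, 0 and 1 over the list alone, 1 and 2 at an unadjusted p under 0.05 (median −0.03, camera adjusted p = 0.542); and with rIFN-β in Ifnb–/– 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 2 and 1 at an unadjusted p under 0.05 (median 0.19, camera adjusted p = 0.167).

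The 16 markers of meningeal fibroblasts had between the untreated genotypes 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 0 and 5 at an unadjusted p under 0.05 (median −0.17, camera adjusted p = 0.555); with rIFN-β in Ifnb+/+ 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 0 and 2 at an unadjusted p under 0.05 (median −0.06, camera adjusted p = 0.542); and with rIFN-β in Ifnb–/– 0 higher and 0 lower over all genes, 1 and 0 over the list alone, 3 and 3 at an unadjusted p under 0.05 (median 0.06, camera adjusted p = 0.530). The 11 Purkinje cell markers had between the untreated genotypes 1 higher and 0 lower over all genes, 1 and 0 over the list alone, 1 and 2 at an unadjusted p under 0.05 (median −0.06, camera adjusted p = 0.217); with rIFN-β in Ifnb+/+ 1 higher and 0 lower over all genes, 1 and 0 over the list alone, 1 and 2 at an unadjusted p under 0.05 (median −0.22, camera adjusted p = 0.542); and with rIFN-β in Ifnb–/– 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 0 and 1 at an unadjusted p under 0.05 (median 0.03, camera adjusted p = 0.348). The 7 markers of GABAergic interneurons had between the untreated genotypes 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 0 and 0 at an unadjusted p under 0.05 (median −0.07, camera adjusted p = 0.895); with rIFN-β in Ifnb+/+ 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 1 and 1 at an unadjusted p under 0.05 (median −0.49, camera adjusted p = 0.416); and with rIFN-β in Ifnb–/– 0 higher and 0 lower over all genes, 0 and 2 over the list alone, 0 and 3 at an unadjusted p under 0.05 (median −0.50, camera adjusted p = 0.000363, and adjusted p = 0.257 with an estimated correlation). The 7 markers of erythroid cells had between the untreated genotypes 0 higher and 0 lower over all genes, 0 and 1 over the list alone, 1 and 2 at an unadjusted p under 0.05 (median −0.04, camera adjusted p = 0.963); with rIFN-β in Ifnb+/+ 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 0 and 1 at an unadjusted p under 0.05 (median 0.10, camera adjusted p = 0.571); and with rIFN-β in Ifnb–/– 0 higher and 0 lower over all genes, 0 and 0 over the list alone, 1 and 0 at an unadjusted p under 0.05 (median 0.08, camera adjusted p = 0.958).

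Splits of the arrays of 2 groups number 10, too few for a share under 0.05. For the untreated genotypes, the real count was 21, reached by 1 of 10 splits with the real one included, and the highest other was 0. For rIFN-β in Ifnb+/+, the real count was 571, reached by 1 of 10 splits with the real one included, and the highest other was 0. For rIFN-β in Ifnb–/–, the real count was 304, reached by 1 of 10 splits with the real one included, and the highest other was 0. For Ifnb–/– with rIFN-β against untreated Ifnb+/+, the real count was 339, reached by 1 of 10 splits with the real one included, and the highest other was 0. For the rIFN-β-treated genotypes, the real count was 11, reached by 2 of 10 splits with the real one included, and the highest other was 755. For the treated genotypes that other split put Ifnb–/– + rIFN-β replicates 1 and 3 with Ifnb+/+ + rIFN-β replicate 1, which points to a structure of the samples. At 1.5-fold and an unadjusted p under 0.05, the count for the untreated genotypes was 1088, reached by 1 of 10, with 557 as the highest other; the count for rIFN-β in Ifnb+/+ was 1363, reached by 2 of 10, with 1631 as the highest other; the count for rIFN-β in Ifnb–/– was 798, reached by 1 of 10, with 105 as the highest other; the count for the rIFN-β-treated genotypes was 358, reached by 2 of 10, with 1212 as the highest other. The highest other split for rIFN-β in Ifnb+/+ put Ifnb+/+ replicates 1 and 3 with Ifnb+/+ + rIFN-β replicate 1. At an unadjusted p under 0.001 the real count was 212, reached by 1 split, and the highest other was 39.

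The groups' arrays did not overlap in 28.3% of genes for the untreated genotypes, 16.0% of genes for rIFN-β in Ifnb+/+, 32.9% of genes for rIFN-β in Ifnb–/–, 8.11% of genes for the rIFN-β-treated genotypes and 17.1% of genes for Ifnb–/– with rIFN-β against untreated Ifnb+/+, where chance gives 10%.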
